# Whole-transcriptome analysis of UUO mouse model of renal fibrosis reveals new molecular players in kidney diseases

**DOI:** 10.1038/srep26235

**Published:** 2016-05-18

**Authors:** Eleni Arvaniti, Panagiotis Moulos, Athina Vakrakou, Christos Chatziantoniou, Christos Chadjichristos, Panagiotis Kavvadas, Aristidis Charonis, Panagiotis K. Politis

## Abstract

Transcriptome analysis by RNA-seq technology allows novel insights into gene expression and regulatory networks in health and disease. To better understand the molecular basis of renal fibrosis, we performed RNA-seq analysis in the Unilateral Ureteric Obstruction (UUO) mouse model. We analysed sham operated, 2- and 8-day post-ligation renal tissues. Thousands of genes with statistical significant changes in their expression were identified and classified into cellular processes and molecular pathways. Many novel protein-coding genes were identified, including critical transcription factors with important regulatory roles in other tissues and diseases. Emphasis was placed on long non-coding RNAs (lncRNAs), a class of molecular regulators of multiple and diverse cellular functions. Selected lncRNA genes were further studied and their transcriptional activity was confirmed. For three of them, their transcripts were also examined in other mouse models of nephropathies and their up- or down-regulation was found similar to the UUO model. *In vitro* experiments confirmed that one selected lncRNA is independent of TGFβ or IL1b stimulation but can influence the expression of fibrosis-related proteins and the cellular phenotype. These data provide new information about the involvement of protein-coding and lncRNA genes in nephropathies, which can become novel diagnostic and therapeutic targets in the near future.

Chronic kidney disease (CKD) is a frequent condition, causing severe long-term effects with devastating personal and societal consequences^1^,^2^,^3^. There is a need for novel approaches to prevent the decline in renal function during progression of CKD. Considering that the structural basis for this decline is the development of fibrosis, we believe that understanding the molecular basis of renal fibrosis, could offer valuable insights for the improvement of monitoring techniques and therapeutic interventions.

To address this question, we combined a systems biology approach in animal models for renal fibrosis, focusing on (but not limited to) the unilateral ureteric obstruction (UUO) model^4^,^5^. We identified the full transcriptome of renal tissue, using the RNA-seq methodology, during early and late time intervals of kidney fibrosis. This methodology allows the identification of new protein-coding transcripts and novel non-coding RNA transcripts^6^. This is an exciting new direction, since about 75% of the mammalian genome (including human) is transcribed but not translated into proteins, and certain types of non-coding RNAs, especially long non coding RNAs (lncRNAs), play critical regulatory roles in many biological processes^7^,^8^. However, no data are currently available on the full transcriptome analysis of renal tissue from the UUO model in mice. By performing whole transcriptome sequencing and thorough bioinformatics analysis, we gathered novel information regarding up-regulated and down-regulated genes, pathways and biological processes, and we made lists of differentially expressed genes not suspected so far to be involved in the process of renal fibrosis and differentially expressed lncRNAs. Furthermore, we showed that selected lncRNAs are also differentially expressed in other renal pathology models (two chronic ones exhibiting fibrosis and one acute with no fibrosis), and overexpression of these lncRNAs is sufficient to cause functional changes in a kidney cell line.

Overall, we describe, for the first time, the involvement of a class of lncRNA and protein-coding genes in renal dysfunction, raising the exciting prospect of utilizing this knowledge for better understanding renal pathologies and development of new diagnostic and therapeutic tools.

## Results

To identify new molecular players in renal fibrosis, high throughput RNA-seq was used in the mouse UUO model. 

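In the UUO model the ureter of a mouse is tied off, so that urine backs up into the kidney and the tissue passes through tubular injury and inflammation to fibrosis. Expression values were analysed for 10 kidney libraries from male C57BL/6 mice. There were 4 libraries from kidneys of sham operated mice (SO), in which the right ureter was exposed but not tied. Another 3 libraries came from kidneys collected 2 days after ligation of the right ureter (2D) and 3 from kidneys collected at 8 days (8D). The deposited column names mark SO libraries as left or right, so some may be left kidneys. Pairs of them may also share an animal, although the paper gives 4 sham operated mice. The tests treat the 4 SO libraries as independent. The deposited values cover 38887 Ensembl genes, of which 28048 were above 0 in at least 1 library. These values are whole numbers that the authors had normalized, and not the original read counts. When the genes of each library were sorted by value, the 10 libraries differed at 0 ranks, so every library sums to 128363334 and has 22807 genes above 0. Identical sorted values are what quantile normalization of the libraries to one another gives, whereas the paper's methods name DESeq for the normalization. The values are therefore called normalized values, and tests that model read counts were not applied to them.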

Kidneys of 6 UUO mice (time intervals 2 and 8 days post-ligation) and 4 Sham operated mice (Fig. 1A) were harvested and total RNA was used as input to generate Illumina TrueSeq libraries. Prior to RNA-seq analysis, RNA samples and tissue samples were analyzed to confirm molecular changes indicative of the fibrotic signature (Fig. 1B; Supplemental Fig. 1 and data not shown^9^). Libraries were sequenced, low-quality reads and rRNA sequences were filtered, total clean reads were mapped to genome and mapped reads were assembled into putative transcripts (Supplemental Table 1). 

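Because each library holds the same set of normalized values, the depth of a library cannot be read from them. The paper's Supplemental Table 1 gives between 59090662 and 69517495 reads per SO library, between 47399757 and 68353909 per 2D library and between 36506537 and 41811216 per 8D library. In the same table, 33164363 to 61089151 reads per library were mapped uniquely, and the share of mapped reads was 87.8% in 2D replicate 3 against 97.3% to 97.9% in the other 9 libraries. By the number of reads, each 8D library was sequenced less deeply than every SO and 2D library. By uniquely mapped reads this order did not hold. There 2D replicate 3 had 36274618, fewer than 8D replicate 1 with 37923711 and 8D replicate 3 with 37984794. Before testing, genes were filtered after the paper's methods: a gene was kept when it spanned at least 500 bp, exceeded the 25th percentile of reads per 100 bp in some library and exceeded the median normalized value of 164.5 in some library. This left 15289 genes. Each gene was then tested with limma on log2(value + 1), with all 10 libraries in 1 fit and a prior variance that follows the mean value of the gene. A log2 fold change is the difference between 2 group means on that scale, which understates the change of genes with low values. The paper's Supplemental Tables 3, 4 and 5 give the log2 ratio of the group means plus 1, and for the parts of those tables in hand the same ratio computed here differed by at most 5e-06. In Table 1, 1 of the 42 values for SO vs 2D and 10 of the 38 for SO vs 8D did not match it. Known changes, all beyond 1 on the log2 scale, were given to 200 genes in simulated libraries. Of these genes, 91% were recovered in SO vs 2D and 91.5% in SO vs 8D at a Benjamini-Hochberg adjusted p under 0.05 from limma. The simulated noise was drawn from the variances of the limma fit itself. In the data, the median absolute log2 fold change of called genes was 0.858 in SO vs 2D and 1.042 in SO vs 8D. The recovered share does not cover smaller changes.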

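The normalized values cannot show a difference in the number of detected genes between libraries, because the normalization gave each of the 10 libraries the same number of genes above 0. Across the libraries of a group, 20157 genes were above 0 in every SO library, 20438 in every 2D library and 20428 in every 8D library. The SO number is taken over 4 libraries and the others over 3, so these 3 numbers are not on an equal footing. For single libraries, the paper's Supplemental Table 2 lists 18492 to 18933 detected genes in SO, 19431 to 19759 in 2D and 19747 to 20344 in 8D.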

The number of detected genes per sample as defined by RPKM values (reads per kilobase of exon per million reads) are reported in Supplemental Table 2, while the mean number of identified genes per group, defined by the same means, were 18790, 19572 and 20061 for the Sham Operated, 2D ligated and 8D ligated groups respectively. These data have been deposited in NCBI’s Gene Expression Omnibus^10^,^11^ and are accessible through GEO Series accession number GSE79443. (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE79443).

### Identification of differentially expressed genes during progression of renal fibrosis

Multidimensional scaling analysis confirmed high correlation and reproducibility among individual samples of each group (Fig. 1C). 

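Over the 15289 filtered genes, the Spearman correlation between libraries of one group was 0.988 ± 0.00322 (mean ± SD of 6 pairs) in SO, 0.974 ± 0.0163 (3 pairs) in 2D and 0.968 ± 0.0191 (3 pairs) in 8D. Between groups it was lower, with a mean of 0.939 for SO and 2D (12 pairs), 0.943 for 2D and 8D (9 pairs) and 0.884 for SO and 8D (12 pairs). The lowest pair within a group, at 0.955, lay in 8D. The highest pair across groups, at 0.969, joined a 2D and an 8D library, so the ligated groups were not separated by every single pair. The same held for SO and 2D, where SO replicate 1 and 2D replicate 2 had 0.9596, above 0.9553 for 2D replicates 1 and 3. In a multidimensional scaling of 1 minus the correlation, the first axis held 74.0% of the scaled distances and placed the SO libraries from -0.0672 to -0.0439, the 2D libraries from -0.00254 to 0.024 and the 8D libraries from 0.0391 to 0.0891. The groups did not overlap on this axis. The second axis held 9.62%. With all genes above 0 in place of the filtered genes, the mean for SO and 8D became 0.943, that for SO and 2D 0.959 and that within SO 0.974. With Pearson correlation of log2 values they were 0.851, 0.913 and 0.979.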

The bioinformatics analysis was focused on three independent comparisons: 2 days ligated vs Sham operated (SO vs 2D), 8 days ligated vs Sham operated (SO vs 8D) and 8 days ligated vs 2 days ligated (2D vs 8D). Statistically significant (p < 0.05), differentially expressed genes are reported in detail (Supplemental Tables 3–5). 

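At an unadjusted p under 0.05 from limma, the threshold of the paper, 6390 of the 15289 tested genes were called in SO vs 2D, 8776 in SO vs 8D and 4989 in 2D vs 8D. With Benjamini-Hochberg adjustment over all tested genes, limma left 4672, 7805 and 2863 genes. The simulated libraries had 5.13% to 5.37% of unchanged genes under the unadjusted threshold and at most 13 under the adjusted one. In SO vs 2D, every 2D library lay outside the range of the SO libraries, on one side, for 41.8% of the genes, where 5.71% is the share that chance gives. That share was 56.3% in SO vs 8D, with the same chance share, and 33.8% in 2D vs 8D, where 3 libraries against 3 give 10% by chance. Leaving out each library in turn moved the count for SO vs 2D between 5094 and 7308, that for SO vs 8D between 7987 and 9043 and that for 2D vs 8D between 3932 and 5198. The part in hand of the paper's own tables holds 1998 of the paper's 2962 genes for SO vs 2D, 1997 of its 5152 for SO vs 8D and 1825 of its 1854 for 2D vs 8D, and it was not used for any overlap test.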

We identified 2962 genes differentially expressed in SO vs 2D, 5152 genes in SO vs 8D and 1854 genes in 2D vs 8D. An absolute fold change cutoff value of 1 in log_2_ scale was utilized to identify up-regulated and down-regulated genes, respectively, in each independent comparison (cutoffs represented as vertical lines in volcano plots of Fig. 2). 

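With this cutoff on the limma log2 fold change, 1339 genes were up-regulated and 1251 down-regulated in SO vs 2D, and 2328 were up-regulated and 2256 down-regulated in SO vs 8D. In 2D vs 8D the split was uneven, with 1317 genes up-regulated and 606 down-regulated. This excess of rises held only beyond the cutoff, since over all 4989 genes called in 2D vs 8D, 2396 were higher and 2593 lower in 8D. Without the filter on low genes, 2162 genes were up-regulated and 2033 down-regulated in SO vs 2D, the alternative that moved these counts most. With 1 added to each value, the largest rise in SO vs 2D was that of Il1f6, which encodes an interleukin 1 family cytokine, with a log2 fold change of 9.74 (standard error 0.58, adjusted p = 2e-06 from limma). Its normalized value was 3 or less in each SO library and 1664 ± 619.5 (SD, n = 3) in 2D, so the size of this change rests on the added 1. Next were the rises of Vgf, with 9.13, and of Havcr1, a marker of injured tubules, with 8.88. With 10 added instead, a setting chosen after the data were seen, Il1f6 had 7.17, Vgf 6.44 and Havcr1 8.85, so the order of these genes depends on the number added. The normalized value of Havcr1 went from 387.5 ± 149 (SD, n = 4) in SO to 180196 ± 63626 (SD, n = 3) in 2D. Among the falls, Pvalb led with -7.08 (standard error 0.59, adjusted p = 1.47e-05 from limma), and A530053G22Rik was listed at 0 in every 2D and 8D library against 26 to 188 in SO. Trdn fell by 5.55. With 10 added the falls of these 3 genes were -6.60, -2.88 and -3.30. The largest rises in SO vs 8D were those of Il1f6 with 10.06, Sprr2f with 9.49 and Arhgap36 with 9.33, and the largest falls those of Plin1 with -7.09, Pvalb with -6.79 and Cyp2b10 with -6.13. With 10 added these were 7.48, 7.68 and 7.28 for the rises and -5.44, -6.34 and -3.47 for the falls, so their order changed as well. Other genes may lie beyond them with 10 added, since only genes ranked with 1 added are given. Havcr1, with 387.5 in SO, had 8.70 in SO vs 8D with 1 added. Plin1 is an adipocyte gene that was uneven among the sham libraries, from 327 in SO replicate 1 to 1726 in SO replicate 2.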

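Between the ligated groups, with 1 added to each value, the immunoglobulin kappa genes Igkv8-30 and Igkv1-117 and the gene Retnla rose most. With 10 added, their log2 fold changes were 3.59, 4.49 and 4.88, and other genes may then lie above them. The immunoglobulin gene Igha, with a mean of 636 in 2D, had 5.12 with 1 added. Igkv8-30 was listed at 0 in each 2D library and at 71 to 234 in 8D. Retnla had a log2 fold change of 6.66 (standard error 1.14, adjusted p = 0.00236 from limma) in 2D vs 8D and Igkv1-117 one of 6.21 (standard error 0.91, adjusted p = 0.00107 from limma). Reads of immunoglobulin genes can be shared among near-identical family members, so single members are uncertain. The largest falls were those of the serum amyloid genes Saa1, with -4.63, and Saa2, with -4.14, a pair of close paralogs between which the counting of reads could have been split, and of the processed pseudogene Gm18159, with -3.65.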

Venn diagrams were used to schematically represent similarities between SO vs 2D and SO vs 8D (Fig. 2D–F). 

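At an unadjusted p under 0.05, 5271 genes were called in both comparisons, 1119 only in SO vs 2D and 3505 only in SO vs 8D. Among the up-regulated genes, 1131 were shared, 208 were found only in SO vs 2D and 1197 only in SO vs 8D. For the down-regulated genes these numbers were 1002, 249 and 1254. Both comparisons use the same 4 SO libraries and so share their chance values. In 20 simulations in which neither ligated group differed from the SO libraries, 150 genes on average were called in both, between 131 and 176. The genes called in both moved in the same direction in 97.6% of cases in the data, and in 97.6% on average in the simulations. The simulated share rests on 150 genes on average, called by shared chance alone, against 5271 genes in the data. A share of this size can thus arise among chance calls, but the simulations do not show how much of it in the data is chance. Over all tested genes, the directions were the same for 80.3% in the data and for 64.1% in the simulations.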

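A gene called in SO vs 2D and not in SO vs 8D, or the reverse, has not by that been shown to differ between 2D and 8D, so these genes were looked up in the direct comparison of the ligated groups. Of the 1119 genes called only in SO vs 2D, 462, or 41.3%, were also called in 2D vs 8D at an unadjusted p under 0.05 from limma. Of the 3505 genes called only in SO vs 8D, 1980, or 56.5%, were called in 2D vs 8D. The number called only in SO vs 2D was the least stable of these counts, since it fell to 570 without 2D replicate 3 and rose to 1630 without 8D replicate 2.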

Many genes were found only in one of the two comparisons, indicating differential temporal expression (Fig. 2D–F). Hierarchical clustering (Euclidean distance, Ward linkage) and heatmaps (Fig. 2G) show the expression changes between SO, 2D and 8D. 

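In the limma fit over the 3 groups, 8627 genes, or 56.4% of those tested, had a Benjamini-Hochberg adjusted p under 0.05 in at least 1 of the comparisons, and 1115 genes had one in all 3. There were 69 genes with an adjusted p under 0.05 in all 3 comparisons and opposite directions at 2D and 8D, of which 60 were lower than SO at 2D and higher at 8D, and 9 were higher at 2D and lower at 8D.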

The depicted genes exhibit statistically significant differential expression (Benjamini-Hochberg FDR < 0.05) in at least one of the comparisons. Fig. 2A–C,G are available as interactive links online (http://epigenomics.fleming.gr/metaseqr_runs/HS/000005sub/ and http://epigenomics.fleming.gr/inchlib_heatmaps/HS/BRFAA/Charonis/val_005_r/).

### Identification of cellular processes, molecular pathways and specific genes involved in renal fibrosis

Gene Ontology (GO) and pathway analyses were carried out to determine molecular processes and biological pathways associated with differentially expressed genes in all comparisons. We associated differentially expressed mRNAs with two structured networks provided by the Genecodis website: biological process (BP) and molecular function (MF) (Supplementary Tables 6–17). The GO analysis further validated our experimental set up, by demonstrating that many biological processes and molecular functions, already associated with fibrosis, are also enriched in our datasets, including cell adhesion, inflammatory response, apoptosis, cell proliferation, cell differentiation, proteolysis, etc (Supplementary Tables 6–17). Interestingly, we were able to identify a large number of individual genes in these categories that have not been previously correlated with renal fibrosis or kidney pathologies, even though the specific GO category/term is strongly associated with this disease. Only in the up-regulated genes for GO term: Cell Adhesion, in SO vs 2D comparison (Supplementary Table 6), we were able to identify 13 genes with very important biochemical/biological functions in other tissues or organs. 

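All 13 cell adhesion genes named by the paper from the SO vs 2D comparison, namely Fblim1, Epha2, Wisp1, Parvg, Madcam1, Mybpc2, Cdh3, Gpr56, Troap, Pstpip1, Pcdh8, Nlgn2 and Mfap4, were higher in 2D than in SO at an unadjusted p under 0.05 from limma. The log2 fold change exceeded 1 for 12 of them, and the median over the 13 was 1.51. Under limma with Benjamini-Hochberg adjustment over all tested genes 12 were called, and 13 were called when adjusted over the list alone, which is not independent evidence since the list was chosen on these samples. Madcam1, an addressin that binds lymphocytes, rose most. Its normalized value was 9.25 ± 3.2 (SD, n = 4) in SO and 68.3 ± 42.1 (SD, n = 3) in 2D, a log2 fold change of 2.60 (standard error 0.50, adjusted p = 0.0028 from limma). Mfap4, a protein of the extracellular matrix, had the lowest log2 fold change, 0.97 (standard error 0.42, adjusted p = 0.104 from limma), and it lost its call in 5 of the 10 fits that each left out a library, with 0.61 without 2D replicate 1. Pstpip1, with a log2 fold change of 1.51, was uneven within SO, where replicate 3 had a value of 144 and the other libraries 220 to 235. All 13 genes were also up-regulated in SO vs 8D, with a median log2 fold change of 2.46.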

The list of genes includes *Fblim1*, *Epha2*, *Wisp1*, *Parvg*, *Madcam1*, *Mybpc2*, *Cdh3*, *Gpr56*, *Troap*, *Pstpip1*, *Pcdh8*, *Nlgn2* and *Mfap4,* genes that based on Pubmed and Kidney and Urinary Pathway Knowledge Base^12^ searches have not been previously associated with renal fibrosis. Their importance is significant as: For example, Fblim1 is involved in the assembly and stabilization of actin-filaments and plays a role in modulating cell adhesion, cell morphology and cell motility^13^,^14^. Epha2 belongs to the ephrin receptor subfamily of the protein-tyrosine kinase family and regulates cellular morphology, adhesion and migration^15^,^16^. Wisp1 is a member of the WNT1 inducible signaling pathway and localized in the extracellular matrix, where it acts to regulate adhesion, proliferation and apoptosis^17^,^18^,^19^. All these genes and many more in the other GO categories or comparisons (Supplementary Tables 6–17) constitute an extremely rich source for potential target genes in understanding and combating renal fibrosis.

In the same comparison by screening the GO categories containing the term transcriptional regulation, we identified 42 genes encoding for transcription factors or regulators not previously associated with renal fibrosis (as defined by searches in Pubmed and kupkb) that were up-regulated in SO vs 2D comparison; most of these factors were also up-regulated in SO vs 8D comparison, indicative of consistent actions and/or functional roles (Table 1). Many of these factors play critical roles in other organs’ development and homeostasis and in human diseases, suggesting similar roles in renal pathophysiology. Collectively, these data offer a long list of novel candidate genes with potential implications in renal fibrosis. For example, Sox9, which is induced by 55.1 folds in SO vs 2D and 50.4 in SO vs 8D, is a HMG-box class transcription factor and a master regulator of the pancreatic program, liver progenitors, duodenal development, chondrogenesis, sex determination, Sertoli cell differentiation during testis development, craniofacial development and is mutated in campomelic dysplasia, a disorder characterized by skeletal malformations, XY sex reversal, and neonatal lethality^20^,^21^,^22^. 

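Of the 42 factors of Table 1, 41 passed the filter on low genes, and Lhx2 did not. Lhx2 had a normalized value of 8.25 ± 4.03 (SD, n = 4) in SO and of 68 ± 10.6 (SD, n = 3) in 2D, and with no filter its log2 fold change was 2.98. All 41 tested factors were up-regulated in SO vs 2D at an unadjusted p under 0.05 from limma, and 40 had an adjusted p under 0.05 over all tested genes. Adjusted over the list alone, 41 did, though the factors were picked from these same samples. The median log2 fold change was 2.21, with Sox9 highest and Tgif1 lowest at 1.03 (standard error 0.16, adjusted p = 0.000759 from limma), a value that fell to 0.90 without 2D replicate 1. In SO vs 8D, 40 of the 41 were higher than SO at an unadjusted p under 0.05, 37 of them by a log2 fold change above 1, and 38 passed adjustment over all genes against 40 when adjusted over the list alone. The factor that was not called in SO vs 8D was Zfp182, with a log2 fold change of 0.70 (standard error 0.37, adjusted p = 0.136 from limma). It was called without SO replicate 1, with 0.90, and its log2 fold change fell to 0.44 without 8D replicate 3. Between 2D and 8D, 20 of the factors were called at the unadjusted threshold, 17 of them higher at 8D and 3 lower. Some of these genes were uneven within SO: Batf had a value of 56 in SO replicate 4 against 26 to 28 in the others, and Cdca7 one of 73 in SO replicate 3 against 117 to 120. From the rise of most of these factors at both intervals, the paper proposes consistent actions or functional roles.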

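Sox9 (ENSMUSG00000000567) lies on chromosome 11 of mm10, from 112782224 to 112787760 on the plus strand. Its normalized value was 114.5 ± 25.2 (SD, n = 4) in SO, 6367 ± 2690 (SD, n = 3) in 2D and 5819.7 ± 1485 (SD, n = 3) in 8D. The ratio of group means plus 1 was 55.1 in SO vs 2D and 50.4 in SO vs 8D. On the log2 scale of limma, the fold change was 5.699 (standard error 0.32, adjusted p = 1.32e-06) in SO vs 2D and 5.65 (standard error 0.32, adjusted p = 4.48e-07) in SO vs 8D. The 2D libraries themselves ranged from 3286 to 8254, and the difference between 2D and 8D was within this spread (log2 fold change -0.05, adjusted p = 0.938 from limma). With each library left out in turn, the log2 fold change in SO vs 2D stayed between 5.46 and 6.12.

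**Figure D1:**
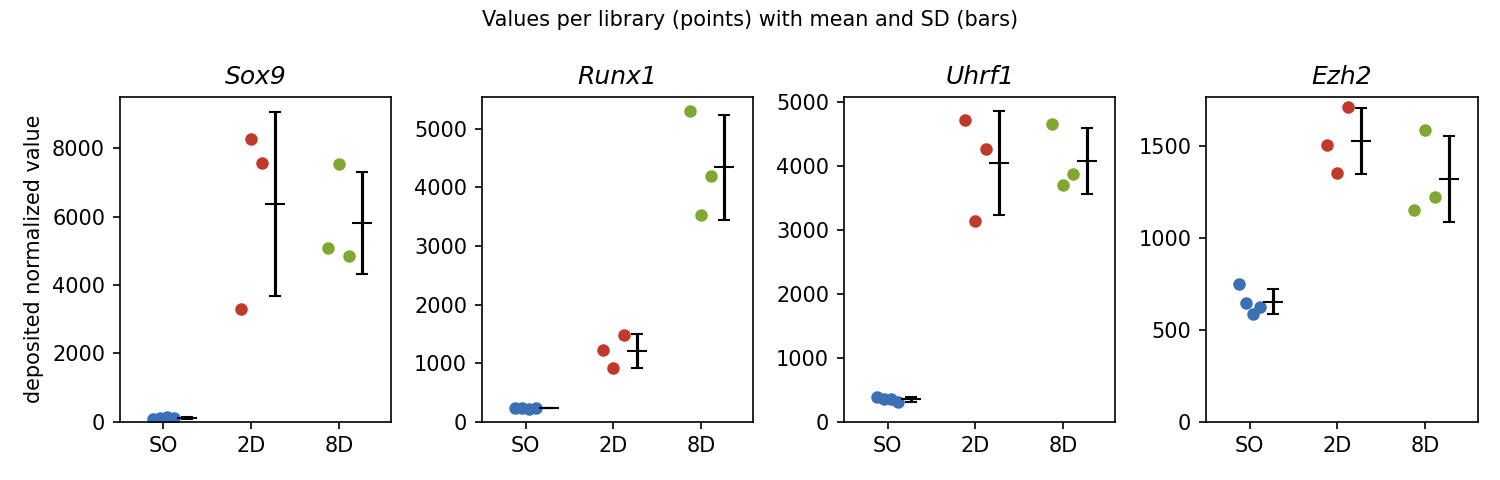
Normalized values of Sox9, Runx1, Uhrf1 and Ezh2 in each library of the SO, 2D and 8D groups (points), with the group mean and SD beside them (bars). The vertical axis of each panel starts at 0. For Sox9 the SO libraries lie between 89 and 149 and the 2D libraries between 3286 and 8254.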

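Runx1 (ENSMUSG00000022952), on the minus strand of chromosome 16 of mm10 from 92601467 to 92826066, differed from the pattern of Sox9 in that it kept rising between the ligated groups. Its normalized value was 237.5 ± 8.06 (SD, n = 4) in SO, 1209 ± 284 (SD, n = 3) in 2D and 4340 ± 891 (SD, n = 3) in 8D, and the ratios of group means plus 1 to the SO group were 5.07 and 18.2. The log2 fold change was 2.32 (standard error 0.20, adjusted p = 1.56e-05 from limma) in SO vs 2D and 4.17 (standard error 0.20, adjusted p = 2.41e-07 from limma) in SO vs 8D. Between 2D and 8D it was 1.85 (standard error 0.21, adjusted p = 0.000287 from limma), and every 8D library, from 3530 to 5295, lay above every 2D library, from 918 to 1486.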

Runx1, which is induced by 5.1 folds in SO vs 2D and 18.2 in SO vs 8D, is a heterodimeric transcription factor that binds to the core element of many enhancers and promoters, with important regulatory functions in hematopoietic stem/progenitor cells and causal roles in human leukemias as well as solid tumors^23^,^24^. Uhrf1, induced 11.4 folds in SO vs 2D and 11.5 in SO vs 8D, and Ezh2 (member of the Polycomp repressive complex), induced 2.3 folds in SO vs 2D and 2.01 in SO vs 8D, are both central epigenetic regulators that control chromatin structure and re-organization upon various stimuli. 

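Uhrf1 (ENSMUSG00000001228; chromosome 17 of mm10, 56303321 to 56323486, plus strand) had a normalized value of 352.5 ± 36.0 (SD, n = 4) in SO, 4039 ± 815 (SD, n = 3) in 2D and 4074 ± 511 (SD, n = 3) in 8D. Its log2 fold change was 3.50 in SO vs 2D (standard error 0.17, adjusted p = 6.96e-07 from limma) and 3.53 in SO vs 8D (standard error 0.17, adjusted p = 2.55e-07 from limma). Ezh2 (ENSMUSG00000029687; chromosome 6 of mm10, 47530274 to 47595341, minus strand) changed less, from 654 ± 69.8 (SD, n = 4) in SO to 1525 ± 179 (SD, n = 3) in 2D and 1321 ± 233 (SD, n = 3) in 8D. The log2 fold change of Ezh2 was 1.22 (standard error 0.17, adjusted p = 0.00036 from limma) in SO vs 2D. In SO vs 8D it was 1.00 (standard error 0.17, adjusted p = 0.000492 from limma), and without 8D replicate 2 it fell to 0.86, under the cutoff of 1. Neither gene differed between 2D and 8D by more than the spread of the libraries (adjusted p = 0.938 for Uhrf1 and 0.438 for Ezh2 from limma).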

Most importantly these factors regulate gene expression program and cellular behavior, including cell proliferation, migration, differentiation, identity and malignant transformation^25^,^26^,^27^. These observations support a potential role of these factors in early chromatin re-organization events upon induction of fibrotic processes in the kidney. Furthermore, several other critical transcription factors have been found to be strongly up-regulated, including immediate early transcription factors, Fosl1, Fosl2, Fos, Jun, JunD, Egr2, Creb5, as well as other factors such as FoxJ1, Ikzf4, Atf5, Sox4 and Sox11. Collectively, these data offer a long list of novel candidate genes for potential implication in renal fibrosis. 

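The 12 factors, Fosl1, Fosl2, Fos, Jun, Jund, Egr2, Creb5, Foxj1, Ikzf4, Atf5, Sox4 and Sox11, were all up-regulated in SO vs 2D, each with a log2 fold change above 1 and an adjusted p under 0.05 from limma, both over all tested genes and adjusted over the list alone. The median log2 fold change was 2.29. Creb5 rose most, from a normalized value of 22.2 ± 5.56 (SD, n = 4) to 323 ± 131 (SD, n = 3), a log2 fold change of 3.75 (standard error 0.39, adjusted p = 5.62e-05 from limma). Jund rose least, by 1.07 on the log2 scale (standard error 0.25, adjusted p = 0.00826 from limma), from 25865 ± 5538 (SD, n = 4) in SO, and by 0.83 without 2D replicate 3. At 8D all 12 were still above SO and 11 had a log2 fold change above 1, with Foxj1 highest at 5.02 and Ikzf4 lowest at 0.79 (adjusted p = 0.00407 from limma). Of the 12, 5 differed between 2D and 8D at an unadjusted p under 0.05 from limma, all of them higher at 8D. Atf5 was uneven within SO, with 4469 in replicate 2 and 3473 to 3586 in the others.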

Interestingly, for many of these proteins, pharmacological agonists and antagonists have been recently developed, raising exciting possibilities for new therapeutic approaches.

Next, by pathway analysis we documented a number of biological pathways characterized as up- or down-regulated in all three comparisons. 

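Gene lists that were written before the data were examined stood in for the pathways of Fig. 3, whose own gene lists were not used here. Each of the 8 lists was tested with camera of the limma package at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists for pathways and cell types in the 3 comparisons. The 34 cyclins, cyclin-dependent kinases and replication licensing genes rose, with a median log2 fold change of 1.57 in SO vs 2D (adjusted p = 1.08e-17, camera of limma) and 1.19 in SO vs 8D. Of the 83 ribosomal protein genes, 82 were higher in 2D than in SO, with a median of 0.83 (adjusted p = 7.73e-16, camera of limma), and 80 were higher in 8D, with a median of 1.08. The 98 chemokines, interleukins and their receptors went up further with time, from a median of 0.60 in SO vs 2D to 1.62 in SO vs 8D (adjusted p = 6.05e-12, camera of limma). Collagens did not pass in SO vs 2D, where the median over 33 genes was 0.09 (adjusted p = 0.111, camera of limma), although they did under the fry test of limma (adjusted p = 0.0126). They passed in SO vs 8D, where the median was 1.95 (adjusted p = 0.000139, camera of limma). In the direct comparison of 2D and 8D, 24 of the 33 collagens were higher at 8D, with a median of 1.07 (adjusted p = 3.79e-07, camera of limma). Between SO libraries alone, which can be paired in 3 ways, camera also called the ribosomal protein list for replicates 1 and 2 against 3 and 4 (adjusted p = 3.62e-16, camera of limma) and for 1 and 4 against 2 and 3 (adjusted p = 2.12e-09, camera of limma), so a p-value of this size arises there without ligation. The list of chemokines and interleukins passed in the same pairings (adjusted p = 0.0141 and 0.00862, camera of limma), and the cell cycle and collagen lists passed in none of the 3.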

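Metabolic lists fell. The median log2 fold change of 37 genes of valine, leucine and isoleucine degradation was -0.83 in SO vs 2D and -1.10 in SO vs 8D, with 1 gene higher at each interval (adjusted p = 4.13e-11 and 9.11e-11, camera of limma). For 62 peroxisome genes the medians were -0.48 and -0.81 (adjusted p = 1.63e-08 and 1.53e-11, camera of limma), and for 35 genes of fatty acid beta-oxidation and PPAR targets they were -0.55 and -1.07 (adjusted p = 7.96e-06 and 5.09e-08, camera of limma). The 77 nuclear genes of oxidative phosphorylation had medians of -0.23 and -0.46. Under fry, 6 of the 7 lists called by camera in SO vs 2D were also called, oxidative phosphorylation being the exception, and all 8 in SO vs 8D. When camera estimated the correlation between genes from these 10 libraries instead, 0 lists passed adjustment, and 4 in SO vs 2D and 5 in SO vs 8D had an unadjusted p under 0.05. For SO replicates 1 and 2 against 3 and 4, camera at the preset correlation also called the lists of the peroxisome (adjusted p = 0.000432, camera of limma), of fatty acid oxidation (adjusted p = 3.81e-09, camera of limma) and of oxidative phosphorylation (adjusted p = 2.21e-05, camera of limma). The last also passed for replicates 1 and 4 against 2 and 3 (adjusted p = 6.11e-10, camera of limma), and valine, leucine and isoleucine degradation in none of the 3 pairings.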

The predominant 25 up- or down- regulated pathways when comparing Sham operated vs ligated samples are summarized in Supplemental Tables 18–23, including corresponding genes, and top 10 of them in Fig. 3A–D.

### Long non-coding RNAs (lncRNAs) are differentially expressed in the UUO animal model

Many lncRNA transcripts were either up-regulated or down-regulated during progression of renal fibrosis. Although lncRNAs consist one of the most abundant classes of RNAs, they remain poorly characterized and their roles in renal physiology or diseases are largely elusive. We identified a long list of differentially expressed lncRNA genes in a statistical significant manner (p < 0.05) (Fig. 4 and Supplementary Tables 24–26). In particular, we identified 62 lncRNAs that were differentially expressed in SO vs 2D, 110 lncRNAs in SO vs 8D and 24 in 2D vs 8D (Fig. 4A).

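Among the 15289 filtered genes were 230 that the GENCODE M21 annotation of mm10 lists as lincRNA. Of these, 101 were called in SO vs 2D, 149 in SO vs 8D and 76 in 2D vs 8D at an unadjusted p under 0.05 from limma. After Benjamini-Hochberg adjustment limma left 65, 135 and 29. More were down-regulated than up-regulated, with 45 against 20 in SO vs 2D, 93 against 17 in SO vs 8D and 25 against 10 in 2D vs 8D beyond a log2 fold change of 1. The biotypes that the paper counted as lncRNAs are not named in its text. When antisense, processed transcript, sense intronic and sense overlapping genes were added to lincRNA, 690 genes were tested and 278, 433 and 234 were called. Genes called in both comparisons with the SO group numbered 84 among the lincRNA genes.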

Next, lncRNA genes were classified according to their relationship with protein-coding genes in their genomic loci (intronic, bidirectional, intergenic, sense/antisense), since this correlation might have functional importance. Details of the distribution of the lncRNAs are schematically presented in Fig. 4B. 

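Each lncRNA gene was placed by its position relative to protein-coding genes of the mm10 annotation: overlapping one on the opposite strand (antisense) or on the same strand (sense), starting within 1000 bp of an oppositely oriented start (bidirectional), or none of these (intergenic). Of the 101 lincRNA genes called in SO vs 2D, 60 were intergenic, or 59.4%, with 22 antisense, 18 bidirectional and 1 sense. The intergenic share was 57.7% of those called in SO vs 8D and 55.3% of those called in 2D vs 8D. Among all 230 lincRNA genes tested it was 63.5%, so the called genes were not richer in intergenic ones than the genes that could have been called. The share also rests on which biotypes are counted, since over the 5 biotypes together 32.4% of the genes called in SO vs 2D, 29.1% in SO vs 8D and 27.4% in 2D vs 8D were intergenic and most were antisense.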

The majority of the identified lncRNAs, in all comparisons, were intergenic.

Proximity of a lncRNA gene to a protein-coding gene may be a factor contributing to regulatory mechanisms. Therefore, we first performed extensive bioinformatics searches 100 kb upstream and 100 kb downstream of each of these lncRNA genes for the identification of protein-coding genes. These searches were based on the publicly available data of the UCSC genome browser. The examination of the lncRNA’s genomic loci revealed a large number of protein-coding genes that could be potentially affected in cis by the differential expression of the corresponding lncRNAs (listed in Supplemental Tables 27 and 28). In addition, we evaluated these protein-coding genes for similar or opposite patterns of expression with that of corresponding lncRNAs during progression of UUO model, based on our RNA-Seq data. Interestingly, we identified a large number of protein-coding genes with similar or opposite patterns of expression in the genomic vicinity of our differentially expressed lncRNAs (also enlisted in Supplemental Tables 27 and 28).

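Within 100 kb of the 101 lincRNA genes called in SO vs 2D lay 305 tested protein-coding genes, forming 322 pairs with 93 of them. In 135 of these pairs the protein-coding gene was called as well, 78 times in the same direction as the lncRNA and 57 times in the opposite one, a share of 57.8% in the same direction. When the fold changes of the lncRNAs were reassigned at random 10000 times among all tested lncRNAs, the mean share was 51.1% and the observed one was not beyond it (permutation test, p = 0.13). In SO vs 8D, 267 of 477 pairs had a called neighbour, and 58.8% of these moved in the same direction, against 52.4% on reassignment (permutation test, p = 0.0326). In 2D vs 8D the share was 67.1% of 70 pairs, against 56.6% (permutation test, p = 0.0459). These and the shares below belong to 1 family of tests, and pairs around one lncRNA are not independent. Within 3 kb, the distance the paper used to choose lncRNAs, the share was 68% of 25 pairs in SO vs 2D (permutation test, p = 0.045), 72.7% of 44 pairs in SO vs 8D (permutation test, p = 0.0238), and 71.4% of 7 pairs in 2D vs 8D (permutation test, p = 0.353). With 5 lncRNA biotypes together, the shares within 100 kb were 59.3% in SO vs 2D against 50.6% on reassignment (permutation test, p = 0.0003), 59.2% in SO vs 8D against 53.8% (permutation test, p = 0.0004) and 65.1% in 2D vs 8D against 58.3% (permutation test, p = 0.0025). Within 3 kb they were 77.1% against 54.9% (permutation test, p = 0.0001), 77.6% against 62.1% (permutation test, p = 0.0001) and 87.5% against 71.4% (permutation test, p = 0.0003). The paper's text does not state whether the counting used strand, so reads of genes that overlap on opposite strands are not known to be separated. From the protein-coding genes at these positions, the paper proposes effects in cis of the lncRNAs on them.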

Following this analysis, and based on proximity of lncRNAs to protein-coding genes with important functions in kidney and/or other tissues as well as on the fold change in their expression levels, we focused on 26 lncRNAs for further analysis. We have chosen the distance of less than 3 kb as a criterion of proximity, mainly due to the general observation that several regulatory elements lay on distances less than 3 kb from their target genes. Regarding the importance, we first sorted out the protein-coding genes in close proximity to our differentially expressed lncRNAs and then by literature search we focused our analysis on genes that were associated with renal pathologies. Expression patterns were analyzed by real-time RT-qPCR (Fig. 4C) and expression levels and fold changes were found in good agreement with the RNA-seq results (Fig. 4C). 

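All 26 lncRNAs passed the filter on low genes. In SO vs 2D, 23 were called at an unadjusted p under 0.05 from limma, 10 higher and 13 lower than in SO, and 21 passed Benjamini-Hochberg adjustment over all tested genes. In SO vs 8D, 22 were called, 8 higher and 14 lower, and 20 passed that adjustment. Adjusted over the list alone, 23 and 22 passed, but the lncRNAs were selected on these samples. 3300005D01Rik (chromosome 17 of mm10, 5798657 to 5803240) was highest in SO vs 2D, going from a normalized value of 41 ± 14.8 (SD, n = 4) in SO to 187 ± 57.1 (SD, n = 3), a log2 fold change of 2.18 (standard error 0.40, adjusted p = 0.00211 from limma). Gm13412 (chromosome 2 of mm10, 32525031 to 32527990) was lowest at both intervals. It went from 241 ± 76.1 (SD, n = 4) in SO to 21.3 ± 9.87 (SD, n = 3) in 2D and 15.3 ± 8.08 (SD, n = 3) in 8D, with log2 fold changes of -3.50 and -3.95 (standard error 0.51 for each, adjusted p = 0.000509 and 7.98e-05 from limma).

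**Figure D2:**
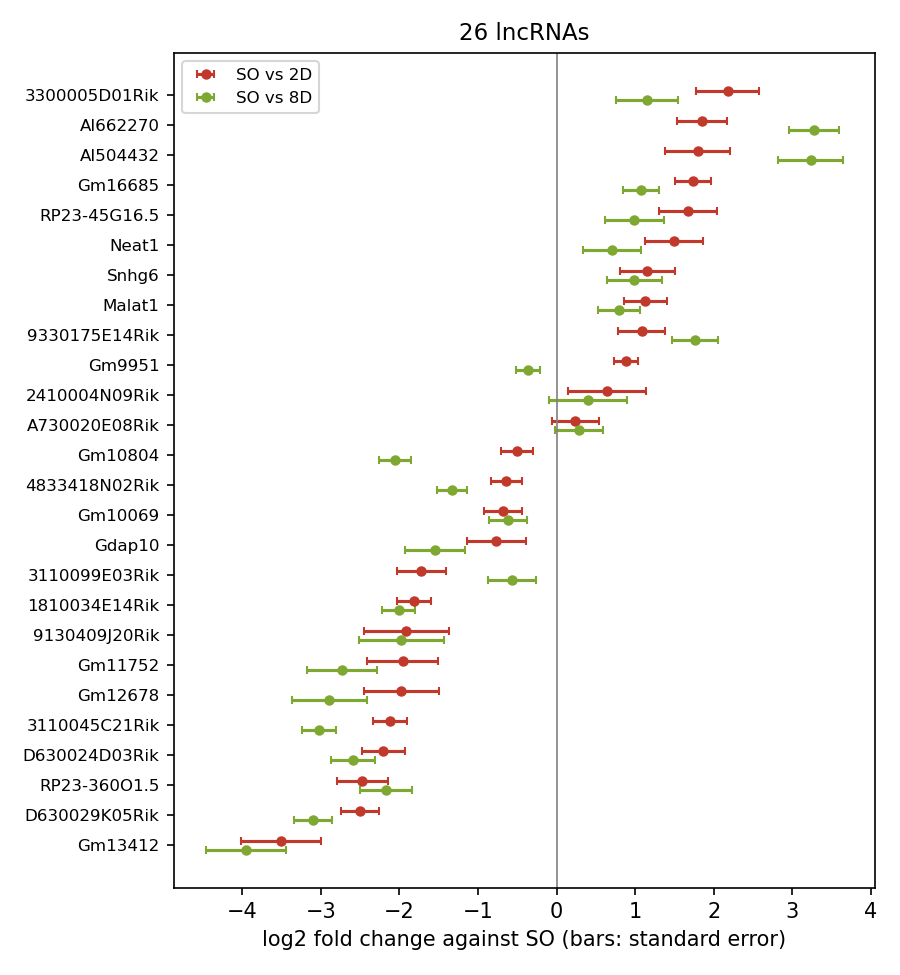
Log2 fold change against SO of the 26 lncRNAs in SO vs 2D (red) and SO vs 8D (green), from limma on log2(value + 1); horizontal bars are standard errors. The lncRNAs are ordered by their change in SO vs 2D, from Gm13412 at -3.50 to 3300005D01Rik at 2.18.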

Although in some cases RNA variation in fold changes was different between real time RT-qPCR and RNA-seq, the expression patterns were coincident between these two techniques (Supplemental Table 29). These data suggest that all 26 lncRNAs are transcribed in renal tissue and their changes in expression levels are either positively or negatively associated with renal pathology in the UUO model. Chromatin immunoprecipitation experiments (ChIP) with antibodies against RNA pol-II and tri-methylation of the fourth lysine (K) residue from the N-terminus of histone H3 (H3K4me3), were performed to specifically evaluate the promoters of lncRNA genes for RNA pol-II recruitment and H3K4me3, which is tightly associated with transcriptional start sites of actively transcribed genes. This analysis was performed for 10 out of the 26 lncRNAs. In all cases, recruitment of RNA pol-II and H3K4me3 were verified for the promoters of these lncRNAs in renal tissue (3 selected cases are depicted in Fig. 5 and the other 7 in Supplemental Figure 2). In most cases the changes in the expression profile were nicely associated with changes in RNA pol-II recruitment and levels of H3K4me3. In detail, in 6/10 cases (more specifically the cases of 3110045C21Rik, AI662270, RP23-45G16.5, 3110099E03Rik, 330005D01Rik and D630024D03Rik) the changes in the expression profile (up- or down- regulation compared to Sham operated) at both 2D- and 8D-interval were followed by similar changes in RNA pol-II recruitment and levels of H3K4me3. In particular, when a lncRNA was characterized as up-regulated in the 6 cases mentioned we also recorded increased recruitment of RNA-pol II and levels of H3K4me3.

Next, the functional role of 3 of these lncRNAs was investigated. 

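RP23-45G16.5, annotated as a lincRNA on chromosome 6 of mm10 from 134929092 to 134951718 on the plus strand, lies downstream of Cdkn1b, which occupies 134920401 to 134925513 on the same strand. Its normalized value was 144.5 ± 34.4 (SD, n = 4) in SO, 466 ± 143 (SD, n = 3) in 2D and 314 ± 188 (SD, n = 3) in 8D, with a log2 fold change of 1.67 (standard error 0.37, adjusted p = 0.00621 from limma) in SO vs 2D and 0.99 (standard error 0.37, adjusted p = 0.0447 from limma) in SO vs 8D. Without 8D replicate 2, whose value of 530 stood above 195 and 216 in the other 8D libraries, the latter fell to 0.53 and was not called. Cdkn1b changed by less than the spread of the libraries, with log2 fold changes of -0.03 in SO vs 2D (adjusted p = 0.895 from limma) and 0.27 in SO vs 8D (adjusted p = 0.196 from limma), the latter reaching 0.47 and a call without 8D replicate 2.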

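3110045C21Rik is annotated as antisense on the plus strand of chromosome 1 of mm10, from 169969409 to 169972395, and its end overlaps that of Ddr2, which runs from 169972308 to 170110501 on the minus strand. The normalized value of 3110045C21Rik fell from 2041 ± 222 (SD, n = 4) in SO to 469 ± 43.5 (SD, n = 3) in 2D and 257 ± 85.7 (SD, n = 3) in 8D, log2 fold changes of -2.12 (standard error 0.22, adjusted p = 5.15e-05 from limma) and -3.03 (standard error 0.22, adjusted p = 1.56e-06 from limma). Ddr2 had values of 906 to 1110 in 2D and of 1130 to 1374 in SO, and was not called in SO vs 2D in the fit of all 3 groups (log2 fold change -0.36, adjusted p = 0.219 from limma), but was called at an unadjusted p under 0.05 in the fit of these 2 groups alone and without 8D replicate 3. It rose in SO vs 8D by 1.52 (standard error 0.21, adjusted p = 0.000132 from limma), from 1258 ± 125 (SD, n = 4) to 3722 ± 1163 (SD, n = 3). AI662270, a processed transcript on chromosome 11 of mm10 from 83223576 to 83226604, rose from 135.5 ± 24.8 (SD, n = 4) in SO to 517 ± 224 (SD, n = 3) in 2D, a log2 fold change of 1.85 (standard error 0.32, adjusted p = 0.00149 from limma). It rose further to 1356 ± 447 (SD, n = 3) in 8D, and the change between 2D and 8D was 1.43 (standard error 0.34, adjusted p = 0.0144 from limma).

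**Figure D3:**
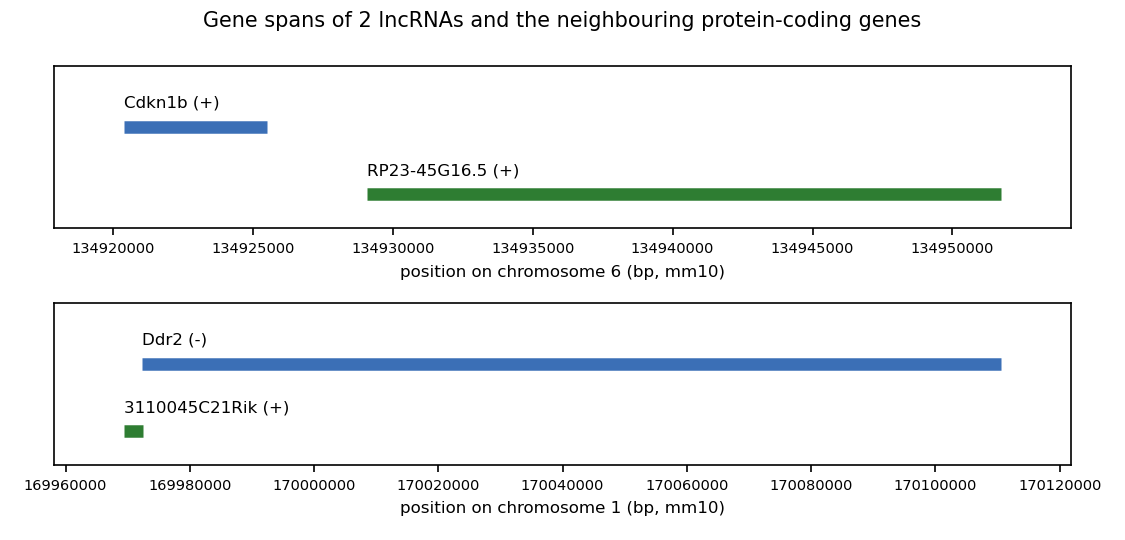
Spans of RP23-45G16.5 and Cdkn1b on chromosome 6 and of 3110045C21Rik and Ddr2 on chromosome 1 of mm10, drawn to scale in bp with the strand in parentheses (lncRNAs green, protein-coding genes blue). RP23-45G16.5 and Cdkn1b do not overlap, whereas the end of 3110045C21Rik at 169972395 lies inside the span of Ddr2, which starts at 169972308.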

We focused on *RP23-45G16.5* transcript, due to its close genomic association with *Cdkn1b* gene encoding for p27-Kip1 regulator of the cell cycle^28^,^29^ (Fig. 5A,B), *3110045C21Rik*, due to its close genomic association with *Ddr2* gene with critical roles in ECM and fibrosis^30^,^31^ (Fig. 5A,C), and *AI662270* due to an early up-regulation in 2D interval (Fig. 5A,D). Interestingly, the changes in the expression profile of *RP23-45G16.5* lncRNA show a positive correlation with the associated protein-coding gene (*Cdkn1b*) (Fig. 5B), while the profile of *3110045C21Rik* shows a negative correlation (Fig. 5C).

### Changes in the expression levels of *RP23-45G16.5*, *3110045C21Rik* and *AI662270* lncRNAs are correlated with renal pathology in other animal models for kidney diseases

The expression levels of the three selected lncRNAs were further evaluated in three additional animal models (anti-GBM, renin overexpression and ischemia/reperfusion). In the anti-GBM model, the expression levels were evaluated in SV129 wild type female mice, 8 days after the administration of PBS and/or nephrotoxin (NTS). Changes in the expression profiles of the lncRNAs followed similar pattern with that of the UUO (Fig. 6A–C).

In the renin overexpression model, Sv129 10 month-old male mice were used in both wild type (WT) and RenTg background. In two of the lncRNAs cases (AI662270 and RP23-45G16.5) the expression profiles were very similar with those in the UUO model while for the case of 3110045C21Rik no change was observed (Fig. 6).

In the ishemia/reperfusion model, Sv129 male mice subjected to nephrectomy and ischemia for 35 min and reperfusion after 48 h (IR) and wild type (WT) sham operated mice were used. All three lncRNAs expression profiles were very similar to the UUO model (Fig. 6). Collectively, these observations suggest possible involvement of these three lncRNAs in renal pathologies and therefore suggest a more general role for them in kidney diseases.

### *RP23-45G16.5*, *3110045C21Rik* and *AI662270* lncRNAs affect the molecular properties and proliferation of M1 kidney cell line

Based on their involvement in many diverse nephropathy models, we explored the putative functional significance of the altered expression of these 3 lncRNAs. Towards this goal, specific phenotypic changes induced by their overexpression were examined in cultured tubular epithelial cells, using the M1 murine cell line, focusing on a panel of fibrosis-related and cell cycle-related genes. The overexpression of the lncRNAs was evaluated by RT-qPCR (Supplemental Figure 3). We show that each lncRNA affects the expression of selected fibrosis-related genes in a different fashion: the overexpression of *RP23-45G16.5* leads to up-regulation of *Ccl2* (chemokine (C-C motif) ligand 2, a pro-inflammatory factor), the overexpression of *3110045C21Rik* leads to up-regulation of *Cdh1* (E-cadherin) and down-regulation of *Acta2* (alpha-SMA) and *Tgfb1* (Transforming Growth Factor, Beta 1), while overexpression of *AI662270* has no statistically significant effect on these genes (Fig. 7A). Regarding cell cycle-related genes, several genes whose products are inhibitors of the cell cycle are significantly up-regulated (Fig. 7A). This finding is further supported by the results from proliferation assays (Fig. 7B), which indicate that at least in our cell system, all three lncRNAs lead to reduction of their proliferative capacity, without affecting cell death (data not shown). Overall, these findings provide evidence that the differential expression of these lncRNAs may exert an important influence on cellular phenotype.

Of special interest is the effect of *3110045C21Rik* overexpression on *Cdh1*, *Acta2* and *Tgfb1,* genes known to be involved in fibrosis. In most animal models (UUO, anti-GBM, ischemia-reperfusion) we recorded down-regulation of *3110045C21Rik* during the progress of fibrosis (Fig. 6B) while in the same conditions *Cdh1* is down-regulated and *Acta2* and *Tgfb1* are up-regulated. Interestingly when we overexpressed this lncRNA in cell lines, the expression levels of these genes were reversed. Taking into consideration that these changes are critical for the development of fibrosis it was interesting to check whether these can be induced by well-known factors of fibrosis. Therefore, we examined whether exogenous administration of TGFb and IL1b can induce these changes in the expression of *3110045C21Rik*. We provide evidence that both factors are not able to cause changes in the expression of this lncRNA (Fig. 8), suggesting that 3110045C21Rik may be critically involved in renal fibrosis, without being upstream regulated by TGFb of IL1b signaling.

## Discussion

Next generation sequencing techniques are useful means for detecting novel genes, transcriptional and epigenetic networks. These methodologies have recently been employed in common medical research; however, their use in nephrology is still very preliminary^32^,^33^ and they have not addressed so far the changes in the transcriptomic profile during the development of renal fibrosis.

To address this issue, we performed whole transcriptome analysis combined with bioinformatics analysis in the UUO mouse model of renal fibrosis. We present novel information regarding up-regulated and down-regulated genes, pathways and biological processes associated with the progression of fibrosis. Moreover, we provide lists of differentially expressed protein-coding genes, not suspected so far to be involved in the process, including many transcriptional regulators. We propose here that a subset of these factors may participate in gene regulatory networks involved in renal fibrosis. More specifically, we were able to show strong up-regulation of many transcription factors implicated in signaling and transcriptional cascades (Table 1, i.e. members of the AP-1 transcriptional cascade, Fosl1, Fosl2, Fos, Jun, JunD, Egr2 and Creb5). This pathway regulates the extracellular stimuli-mediated changes in gene expression program of many organs and diseases to mediate cellular changes related to inflammation, proliferation, adhesion, migration, apoptosis, wound healing, viral infections and neuronal plasticity^34^, raising the hypothesis that it may also be involved in transcriptional regulation during progression of renal fibrosis. Therefore, our data provide an initial map to facilitate the understanding of molecular changes in gene expression program that correlate with and mediate renal fibrosis. In a recent report, by Zhou *et al.*^35^ a transcriptomics analysis of Smad3 knock-out mice was performed in UUO injury. The comparison between their data and ours revealed similarities as well as interesting differences, probably due to different time points examined and analytical methodology used.

Thorough analysis of our data led to the association of a long list of non-coding RNA genes with UUO, not previously associated with renal pathology. Specifically, we showed that a large number of lncRNAs are expressed in renal tissue and exhibit altered expression patterns upon progression of renal fibrosis. The differential expression of these new molecular players in UUO model was firmly confirmed and established at the RNA and chromatin organization levels. Furthermore, we validated and documented the alterations in the expression profiles of selected lncRNAs in three other murine models of renal pathologies, and provided initial evidence for a putative functional role of this class of molecular regulators in renal cells. These observations add a new layer of molecular complexity in the understanding of renal fibrosis, not previously anticipated or considered.

In general, the new sequencing technologies and data from ENCODE and FANTOM have revolutionized our view of the organization, activity and regulation of the mammalian genome^36^,^37^,^38^, realising that the majority of the genome is transcribed producing vast numbers of formerly unknown regulatory lncRNA species^37^,^39^,^40^. LncRNAs are transcribed by RNApol II, can be post-transcriptional processed by 5′ capping, polyadenylation, splicing, RNA editing, and exhibit specific sub-cellular localization^41^. It was very recently shown that lncRNAs participate in the gene regulatory networks for the control of ESC pluripotency, proliferation and metastasis of cancer cells, as well as development and function of various tissues^42^,^43^,^44^. They have also been correlated with many human diseases and syndromes, either as biomarkers or causative factors^45^,^46^. In this respect, the list of novel lncRNAs uncovered in this study represents an important new source for potential regulators of renal pathologies. In the present report we focused on a limited number of lncRNAs that exhibited consistent transcriptional behaviour (up-regulation or down-regulation) in four different animal models of nephropathies, three of them of chronic nature, exhibiting fibrosis and one of acute nature, not associated with fibrosis. It is interesting that when tested on a tubular epithelial cell line, they all exerted different phenotypic alterations upon overexpression, suggesting that they can participate in a rather intricate pattern of regulatory networks during the development of nephropathies. However, it should be stressed that many other members of the identified lncRNAs might be even more interesting and possibly been involved in specific processes characteristic of special/exclusive aspects of each nephropathy.

In conclusion, our data from RNA-seq analysis of a murine model of renal fibrosis provide a list of novel and interesting sequences of coding and non-coding RNAs, which will allow us to better understand the complexity of the pathogenetic mechanisms encompassing but not limited to fibrosis and design more specific, targeted therapeutics in the near future.

## Methods

### Mouse model of UUO

Eight- to 12-week-old male C57BL/6 mice, were supplied from the colony of the Center of Experimental Surgery of our Institute. Mice underwent ligation of the right ureter and were divided into three groups during the surgery: sham operated, 2 days ligated and 8 days ligated. Before surgery the mice were anesthetized via face mask delivering sevoflurane^47^. The right ureter was exposed through a midline abdominal incision and was either completely obstructed 1 cm below the renal pelvis with 5.0 silk ligature (ligated animals) or manipulated similarly but not ligated (sham operated animals). Two or eight days after surgery the kidneys were collected, rinsed with isotonic saline, dissected and stored in liquid nitrogen for further analysis.

All aspects of animal experimentation were performed in adherence to the NIH and the European Union Guide for the Care and Use of Laboratory Animals and were approved by the Institutional Review Board and the Animal Experimental Committee of the Biomedical Research Foundation of the Academy of Athens.

### Other mouse models

The Renin overexpression model is a mouse model of hypertensive nephropathy, where *Ren-1* and *Ren-2* genes are inserted into a liver-specific locus. The resulting trans-gene expresses renin ectopically at a constantly high level and achieves elevated plasma levels of pro-renin, renin and angiotensin II throughout life. Sustained up-regulation of pro-inflammatory and pro-fibrotic macromolecules is observed, followed by high systemic blood pressure, leading to structural damage and functional decline of the kidney^48^,^49^,^50^.

The renal ischemia-reperfusion is a model of acute kidney injury, achieved by clamping the renal artery alone or the pedicle. The procedure usually involves ischemia induction from 15 to 60 min, followed by reperfusion; during the process, changes in coloration of renal parenchyma confirm the procedure’s effectiveness^51^.

The nephrotoxic serum-induced glomerulonephritis model is induced by injection of de-complemented heterologous serum containing immunoglobulins against glomerular antigens resulting in an acute inflammatory reaction characterized by immune cell infiltration. This model mimics the rapidly progressive glomerulonephritis in humans^52^,^53^.

### RNA isolation and cDNA synthesis

RNA was isolated from kidney tissues from all three animal groups using TRI reagent (Life Technologies, Carlsbad, CA). Sample integrity, quality and purity were determined accordingly. cDNA synthesis was performed from DNase1 treated RNA samples using ImProm-II Reverse Transcriptase (Promega Corp., Madison, WI) according to the manufacturer’s instructions.

### RNA-seq

Total RNA of all samples were sequenced by EMBL GeneCore (EMBL Genomics Core Facility, Heidelberg, Germany). The synthesis of polyadenylated transcriptome libraries for every sample was accompanied by deep sequencing in 3 lanes each generating >50 million reads pair end. The first two lanes comprised of 6 samples and the third of 4 samples.

### Real-Time PCR Analysis

Expression levels of protein coding genes known to be involved in renal fibrosis or cell cycle and selected lncRNAs were determined with RT-qPCR using SYBR Green and the Lightcycler 96 software (Roche). The reactions were performed using Platinum TaqDNA polymerase (Invitrogen), three-step standard cycling conditions, and sequence-specific primers designed (Supplemental Table 30).

Cycle conditions consisted of a pre-incubation step at 95 °C for 10 min, 45 cycles of 95 °C for 10 s, 60 °C for 15 s (plate reading), 72 °C for 15 sec. Melting curve analysis was included, with measurements taken every 1 °C from 65 °C to 95 °C. Experimental cycle thresholds (Cts) values were normalized to GAPDH Cts. Quantification of the levels of mRNA expression was done with the ΔΔCt method. The experiments were performed in triplicate and repeated at least three times. Data were expressed as the fold of induction in ligated animals relatively to sham operated animals ± SD and the analysis was performed using a t-test in Microsoft Excel (Redmond, WA).

### Bioinformatics analysis

#### Preprocessing

The FASTQ files containing pair-end sequence reads were mapped to the UCSC mm10 reference genome using tophat2^54^, with the standard parameters for reads obtained from mammalian sequencing with Illumina platforms, proposed by the authors. The–mate-inner-dist and–mate-std-dev tophat2 parameters, which are crucial for paired-end reads were estimated for each sample as follows: firstly, the FASTQ files were aligned to the mm10 transcriptome using bowtie2^55^. Then, sequence metrics were collected for the first 10 million properly mapped paired-end reads using Picard Tools^56^. Finally, from the resulting metrics that included average cDNA fragment size and its standard deviation, the aforementioned parameters were estimated by subtracting two times the short read length from the average fragment size, and using the standard deviation as-is respectively.

#### Functional and pathway analysis

Each list of differentially expressed genes derived from the different comparisons was subjected to functional and biochemical pathway analysis using the Gene Ontology^57^ and KEGG^58^ (Kyoto Encyclopedia of Genes and Genomes) and Panther^59^ biochemical pathway databases. The analysis was performed using the GeneCodis software^60^,^61^,^62^. Among the different GO structured networks we mainly focused on biological process and molecular function. Additionally, in order to define whether the differentially expressed genes were previously associated with renal fibrosis, extensive literature searches were performed using Pubmed and the Kidney and Urinary Pathway Knowledge Base (kupkb database)^12^.

#### Differentially expressed genes

Differential gene expression analysis was performed with the Bioconductor package metaseqR^63^. Briefly, sequence reads were counted over mm 10 exons and after filtering, the final read counts for each gene were calculated as the sums of their exon reads, creating a gene counts table where each row corresponded to an Ensembl gene model and each column corresponded to an RNA-seq sample. The gene counts table was normalized using DESeq^64^ after removing genes that had zero counts over all the RNA-seq samples. Prior to the statistical testing procedure, the gene read counts were filtered for possible artifacts that could affect the subsequent statistical testing procedures. Genes presenting any of the following were excluded from further analysis: i) genes with length less than 500, ii) genes whose average reads per 100 bp was less than the 25^th^ quantile of the total normalized distribution of average reads per 100 bp, iii) genes with read counts below the median read counts of the total normalized count distribution. The resulting gene counts table was subjected to differential expression analysis for the contrasts SO versus 2D, SO versus 8D and 2D versus 8D, using DESeq.

The data discussed in this manuscript have been deposited in NCBI’s Gene Expression Omnibus^10^,^11^ and are accessible through GEO Series accession number GSE79443. (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE79443).

#### **Chromatin immunoprecipitation (ChIP)**

ChIP was performed as previously described^65^,^66^. Immunoprecipitation was performed with antibodies against RNA polymerase II (Millipore, Billerica, MA) and Histone 3 (tri-methylated K4) (ab8580, Abcam, Cambridge, England) and a normal rabbit IgG (sc- 2027, Santa Cruz Biotechnology, Inc, Germany) was used as a control. Precipitated DNAs were detected by PCR using primers for the promoter regions of lncRNAs (Supplemental Table 31).

All experiments were performed in triplicate and repeated at least three times. Statistical analysis was performed by the paired two-sample Student’s t test.

#### **Cell culture**

Mouse kidney epithelial cells (M-1 cell line) were purchased from the American Type Culture Collection (ATCC, CRL-2038). The cell line was established from normal renal tissue taken from a mouse transgenic for the SV40 early region (tg(SV40E)Bri7). The cells retain many characteristics of cortical collecting duct (CCD) cells including morphology and antigens.

Cells were cultured at 37 °C in a humidified atmosphere of 95% air/ 5% CO_2_, and maintained in a 1:1 mixture of Dulbecco’s modified Eagle’s medium and Ham’s F12 medium with 2.5 mM L-glutamine (1:1 DMEM/F12) adjusted to contain 15 mM HEPES, 0.5 mM sodium pyruvate and 1.2 g/L sodium bicarbonate supplemented with 100 U/ml penicillin, 100 μg/ml streptomycin and 5% fetal bovine serum. Cells were subcultured using trypsin–EDTA at a ratio of 1:3 to 1:4 as recommended by the manufacturer.

#### **Preparation of plasmid constructs for lncRNAs**

Plasmid constructs of three selected lncRNAs (RP23-45G16.5, 3110045C21Rik, AI662270) were manufactured by GenScript (Piscataway, USA). The sequence of the lncRNAs was provided by the authors and the plasmids were constructed using vector pcDNA3.1(+) as backbone and KpnI-NotI as cloning site in all three cases.

#### **Transient transfection and stimulation of M-1 cell line**

For the purpose of transfection and stimulation, cells were plated at 6-well plates. During transfection, plated cells were transfected with plasmid constructs of the 3 selected lncRNAs or empty vector, (the backbone used to synthesize the lncRNAs plasmids constructs) using the lipofectamine 2000 reagent (Invitrogen Corp., Carlsbad, CA). The evaluation of the lncRNAs overexpression was performed by real-time RT-qPCR. The stimulation experiments were performed following 24-hour serum deprivation. During stimulation, plated cells were stimulated with TGF-β1 (5 ng/ml), IL1b (100 ng/ml) or vehicle for 3, 6 and 24 h in serum-deprived conditions. Each experiment and/or time point was followed by total RNA extraction and cDNA synthesis performed as previously described. All experiments were performed in triplicate at least three times and statistical analysis was performed by the paired two-sample Student’s t test.

#### **Proliferation assay**

Cell proliferation was studied using a BrdU (bromo-deoxy-uridine)-incorporation immunolabeling assay as previously described^67^ after co-transfection of the cells with a GFP construct and lncRNAs constructs at a ratio 1:3.

An anti-BrdU primary antibody (ab6326; Abcam) was used. To detect the incorporated BrdU, a fluorescent secondary antibody (anti-rat Alexa Fluor; Invitrogen) was used. Cells were counterstained with the fluorescent dye DAPI for nuclei visualization and mounted on slides using a special fixative agent (DAKO).

A fluorescence microscope (DMRA2; Leica Microsystems GmbH, Wetzlar, Germany) was used to examine cells and random non-overlapping images were taken at 200X magnification. Results were expressed as percentage of the ratio of BrdU measurements (proliferating cells) to GFP measurements (efficiently transfected cells). Each experiment was performed in triplicate and was repeated at least three times.

## Additional Information

**How to cite this article**: Arvaniti, E. *et al.* Whole-transcriptome analysis of UUO mouse model of renal fibrosis reveals new molecular players in kidney diseases. *Sci. Rep.* **6**, 26235; doi: 10.1038/srep26235 (2016).

## Supplementary Material

Supplementary Dataset

Supplementary Information

## Figures and Tables

**Figure 1:**
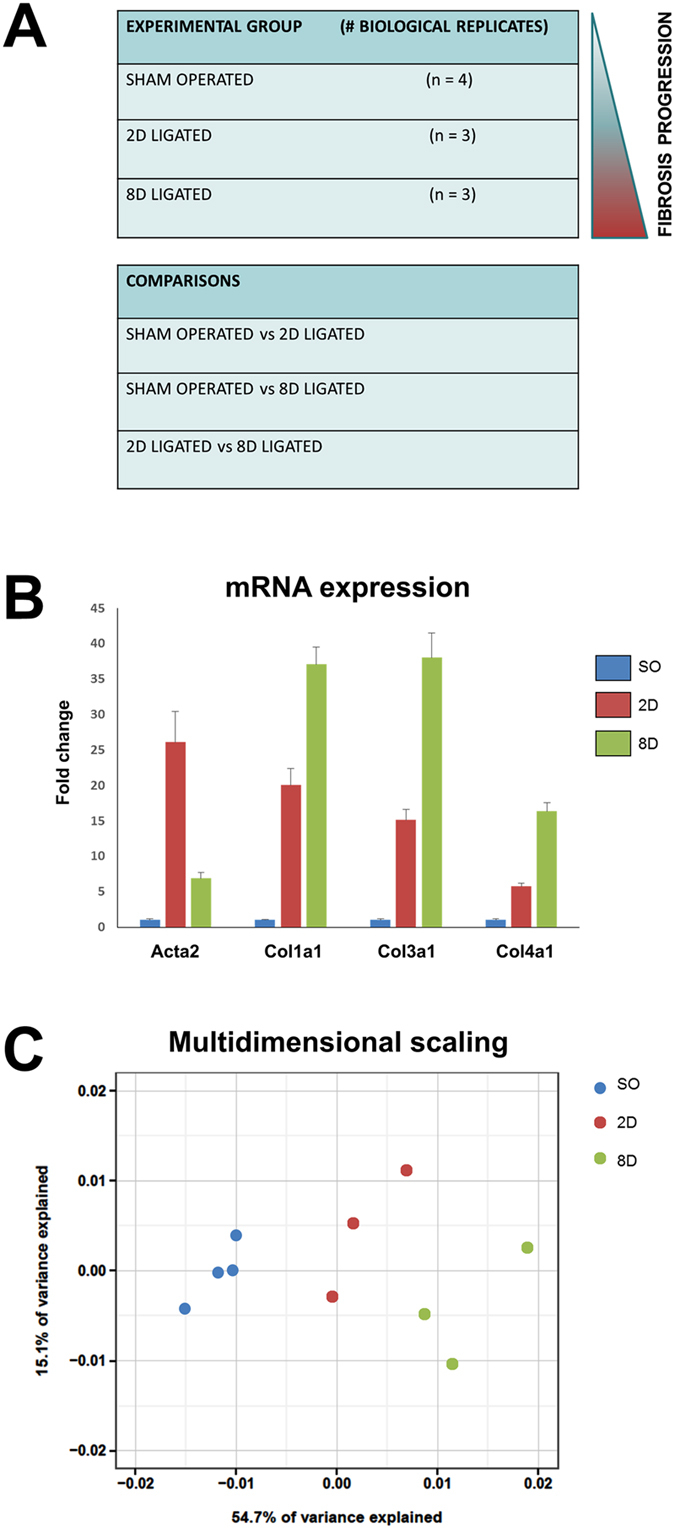
(**A**) Experimental material and biological replicates used in the comparisons of the cohort. (**B**) Verification of the mRNA expression of genes known to be affected in renal fibrosis. The mRNA levels of each gene were normalized to GAPDH and expressed as fold of induction/change compared to sham operated animals. Acta2: Alpha smooth muscle actin, Col1a1: Collagen alpha-1 type I, Col3a1: Collagen alpha-1 type III, Col4a1: Collagen alpha-1 type IV. (**C**) Multidimentional scaling analysis. Confirmation of the high correlation and reproducibility among the samples of each group SO: Sham operated, 2D: 2D ligated and 8D: 8D ligated.

**Figure 2:**
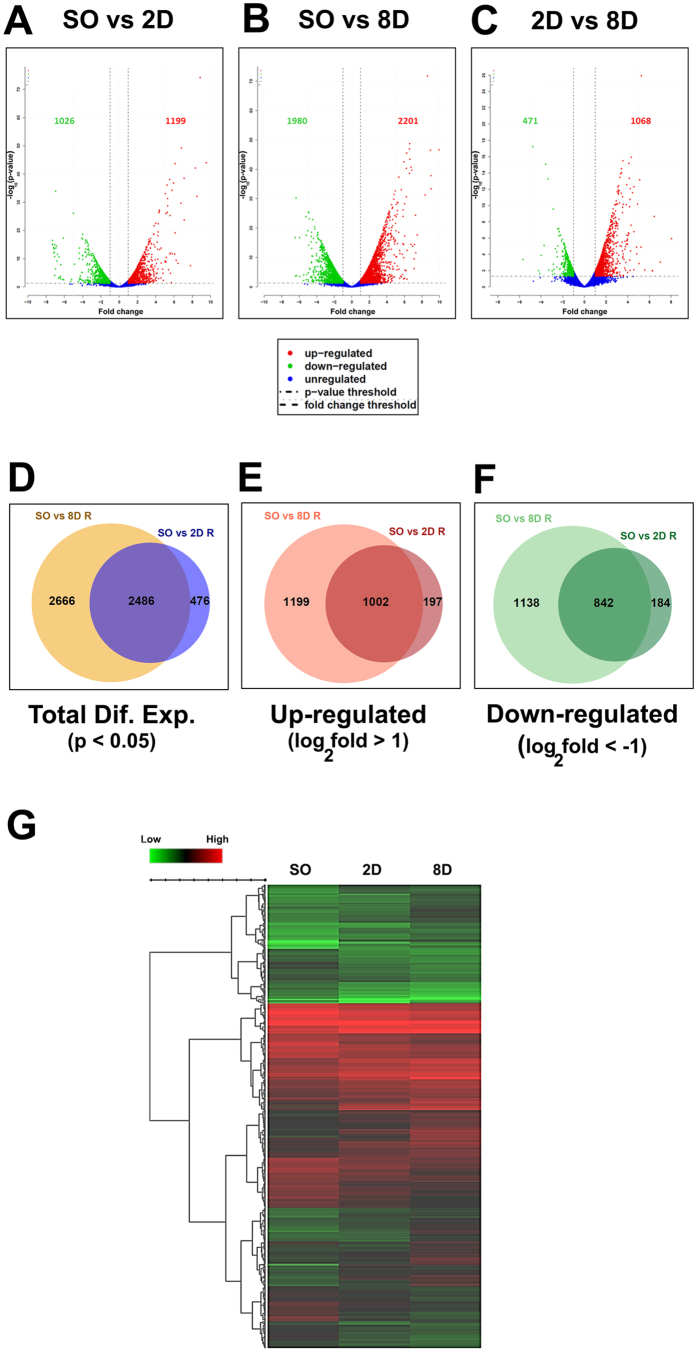
Differentially expressed genes in the UUO model of renal fibrosis. (**A**) Volcano plot for the comparison between Sham Operated (SO) and 2D ligated (2D) samples. Only the statistically significant genes are represented in the graph. In all cases, red color is indicative of up-regulated and green color of down-regulated genes. Blue color indicates genes that even though are differentially expressed in statistical significant manner they do not pass the cutoff values of 1 and −1 in log_2_ scale (>2 folds up-regulation and <0.5 folds down-regulation, respectively) that were utilized to identify up-regulated and down-regulated genes, respectively. The cutoffs are schematically represented as vertical lines in the volcano plots of (**A–C**). (**B**) Volcano plots for the comparison between Sham Operated (SO) and 8D ligated (8D) samples. Only the statistically significant genes are represented in the graphs. (**C**) Volcano plot for the comparison between 2D ligated (2D) and 8D ligated (8D) samples. Only the statistically significant genes are represented in the graphs. (**D**) Total statistically significant differentially expressed genes (Dif. Exp.) in the comparisons between Sham operated vs 2D ligated (SO vs 2D) and Sham operated vs 8D ligated (SO vs 8D). (**E**) Up-regulated statistically significant differentially expressed genes in the comparisons between Sham operated vs 2D ligated (SO vs 2D) and Sham operated vs 8D ligated (SO vs 8D) as defined by the cut-off value of >1 log_2_ fold change. (**F**) Down-regulated statistically significant differentially expressed genes in the comparisons between Sham operated vs 2D ligated (SO vs 2D) and Sham operated vs 8D ligated (SO vs 8D) as defined by the cut-off value of <−1 log_2_ fold change. (**G**) Hierarchical clustering (Euclidean distance, Ward linkage) and heatmap showing the expression changes between Sham operated, 2D ligated, 8D ligated, expressed as the log2 of normalized and summed exonic read counts in Sham operated, 2D ligated and 8D ligated samples.

**Figure 3:**
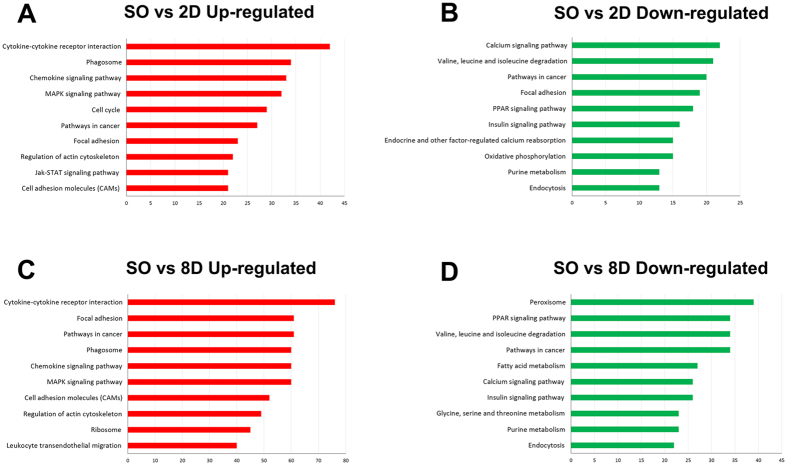
Pathway analysis of differentially expressed genes using GeneCodis. Top 10 of the predominant up-regulated pathways when comparing Sham operated vs 2D ligated samples (SO vs 2D up-regulated) Top 10 of the predominant down-regulated pathways when comparing Sham operated vs 2D ligated samples (SO vs 2D up-regulated) Top 10 of the predominant up-regulated pathways when comparing Sham operated vs 8D ligated samples (SO vs 8D up-regulated) Top 10 of the predominant down-regulated pathways when comparing Sham operated vs 8D ligated samples (SO vs 8D up-regulated).

**Figure 4:**
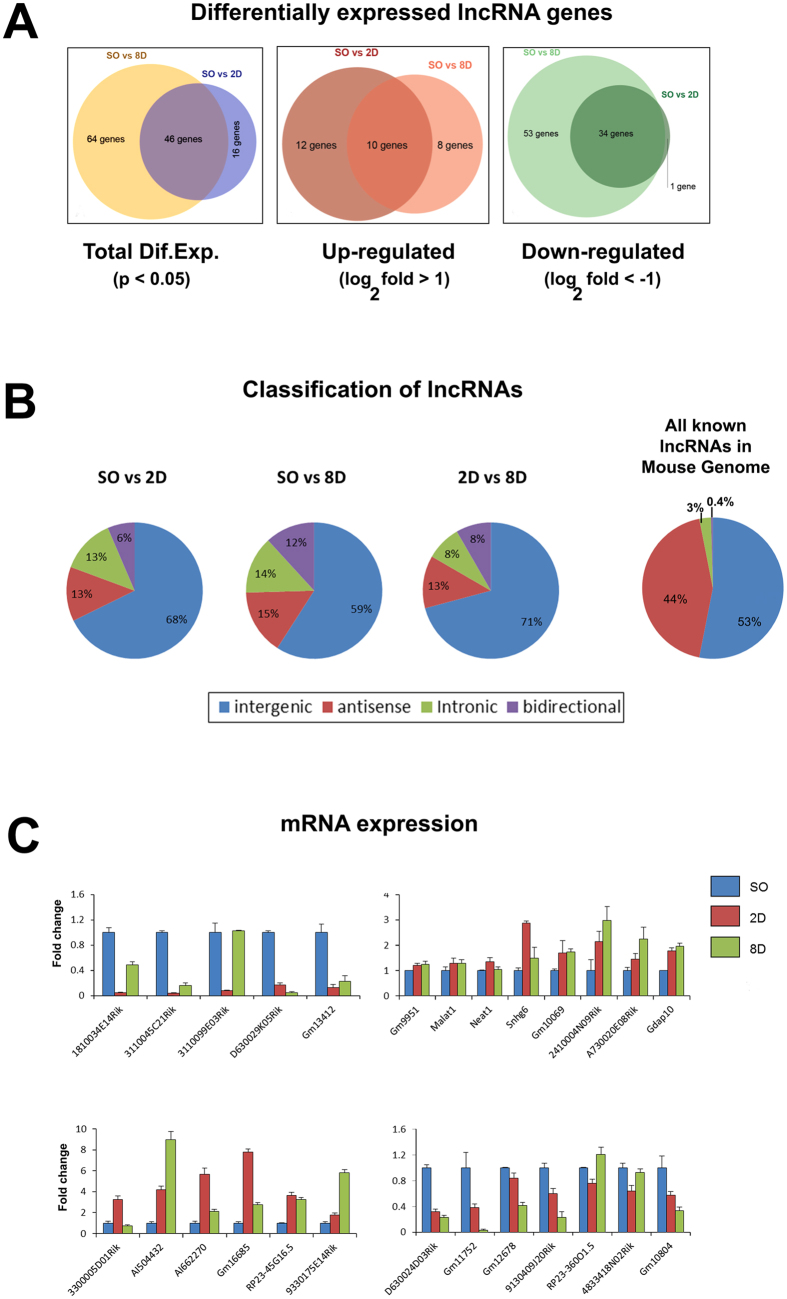
Differentially expressed lncRNAs in the UUO model of renal fibrosis. (**A**) Statistically significant differentially expressed lncRNAs in the comparisons made between Sham operated vs 2D ligated (SO vs 2D) and Sham operated vs 8D ligated (SO vs 8D). (i) Total statistically significant differentially expressed (Dif. Exp.) lncRNAs, (ii) Up-regulated statistically significant differentially expressed (Dif. Exp.) lncRNAs and (iii) Down-regulated statistically significant differentially expressed (Dif. Exp.) lncRNAs. (**B**) Classification of the differentially expressed lncRNAs in the cohort based on their position to the genome and their relationship with protein coding genes. Distribution of all known lncRNAs in the mouse genome. (**C**) Verification of the expression profiles of 26 lncRNAs with real time RT-qPCR analysis. The mRNA levels of each lncRNA were normalized to GAPDH and expressed as fold of induction/change compared to sham operated animals. SO: Sham operated, 2D: 2D ligated and 8D: 8D ligated.

**Figure 5:**
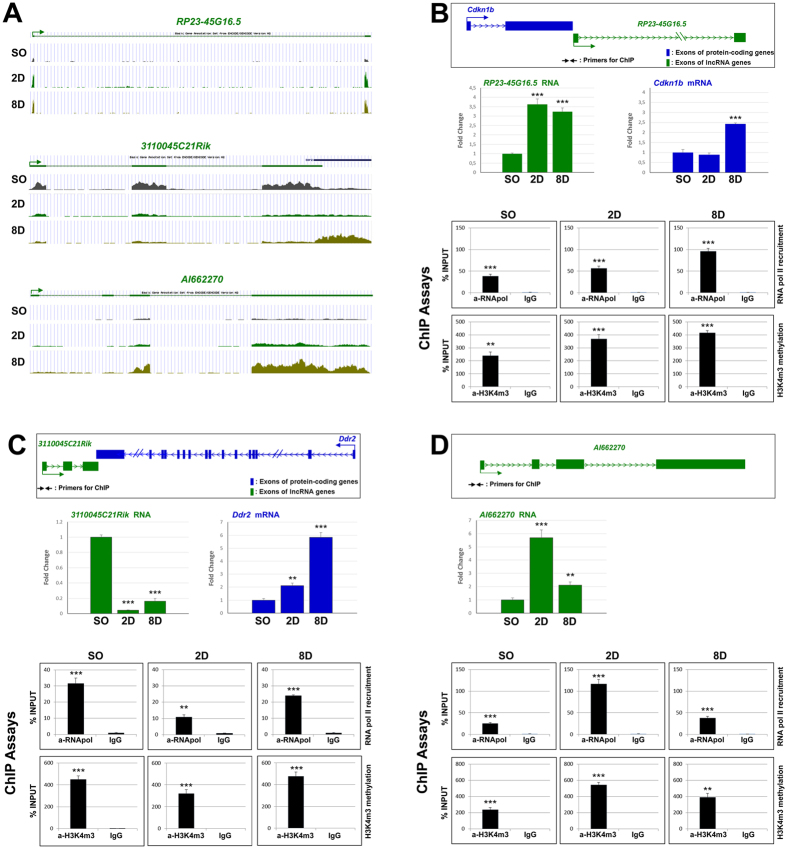
Analysis of selected lncRNAs and their neighboring protein coding genes at both RNA and chromatin organization levels. (**A**) Visualization of RNA-seq peaks for the selected lncRNAs using the UCSC Genome Browser in representative Sham operated (SO), 2D ligated (2D) and 8D ligated (8D) samples (**B**). The example of RP23-45G16.5: (i) Schematic representation of the relative position of the RP23-45G16.5 lncRNA (green color) and its neighboring protein-coding gene Cdkn1b (blue color) in the genome, (ii) mRNA expression analysis of RP23-45G16.5 and its neighboring gene Cdkn1b, as indicated. The mRNA levels of each gene were normalized to GAPDH and expressed as fold of induction/change to sham operated animals, and (iii) ChIP analysis for the binding of RNA polymerase II (RNA pol) and H3K4m3 in the promoter region of RP23-45G16.5. For these experiments, chromatin samples were prepared from kidneys of sham operated (SO), 2 days ligated (2D) and 8 days ligated (8D) mice. *p < 0.05; **p < 0.01, ***p < 0.005, n.s: p = 0.05 (t test), n = 3. (**C**) The example of 3110045C21Rik: (i) Schematic representation of the relative position of the 3110045C21Rik lncRNA (green color) and its neighboring protein-coding gene Ddr2 (blue color) in the genome, (ii) mRNA expression analysis of 3110045C21Rik and its neighboring gene Ddr2, as indicated. The mRNA levels of each gene were normalized to GAPDH and expressed as fold of induction/change to sham operated animals, and (iii) ChIP analysis for the binding of RNA polymerase II (RNA pol) and H3K4m3 in the promoter region of 3110045C21Rik. For these experiments chromatin samples were prepared from kidneys of sham operated (SO), 2 days ligated (2D) and 8 days ligated (8D) mice. *p < 0.05; **p < 0.01, ***p < 0.005, n.s: p = 0.05 (t test), n = 3. (**D**) The example of AI662270: (i) Schematic representation of the position of AI662270 in the genome, (ii) mRNA expression analysis of AI662270 lncRNA. The mRNA levels of AI662270 were normalized to GAPDH and expressed as fold of induction/change to sham operated animals, and (iii) ChIP analysis for the binding of RNA polymerase II (RNA pol) and H3K4m3 in the promoter region of AI662270. For these experiments chromatin samples were prepared from kidneys of sham operated (SO), 2 days ligated (2D) and 8 days ligated (8D) mice. *p < 0.05; **p < 0.01, ***p < 0.005, n.s: p = 0.05 (t test), n = 3.

**Figure 6:**
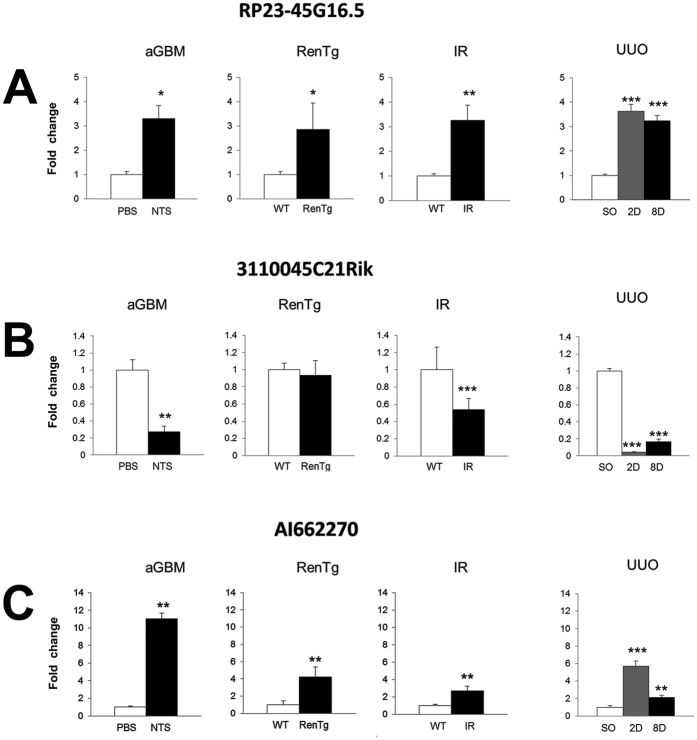
Changes in the expression levels of selected lncRNAs in other animal models for kidney diseases. (**A**) Real time RT-qPCR analysis of the expression profile of RP23-45G16.5 in other models of renal pathology, as indicated. (**B**) Real time RT-qPCR analysis of the expression profile of 3110045C21Rik in other models of renal pathology, as indicated. (**C**) Real time RT-qPCR analysis of the expression profile of AI662270 in other models of renal pathology, as indicated. In all cases: aGBM: anti-GBM model; RenTg: Renin overexpression model; IR: Ischemia/reperfusion model; UUO: Unilateral Ureter Obstruction model. The mRNA levels of each gene were normalized to GAPDH and expressed as fold of induction/change to sham operated animals. *p < 0.05; **p < 0.01, ***p < 0.005, n.s: p = 0.05 (t test), n = 3.

**Figure 7:**
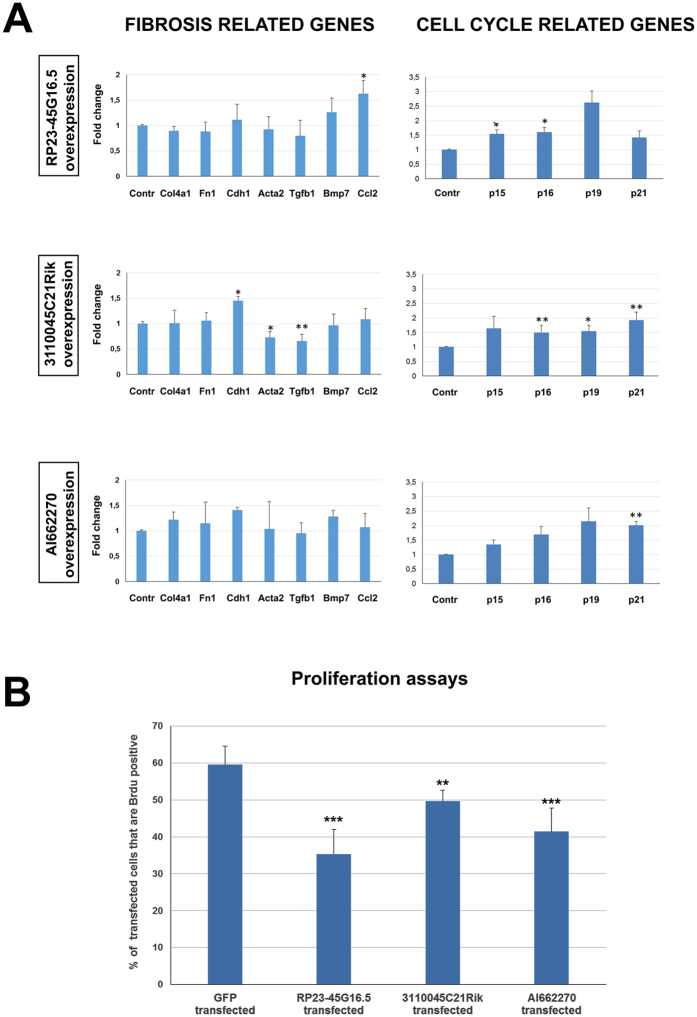
Analysis of the molecular properties and proliferation ability of M1 kidney cell line after overexpression of RP23-45G16.5, 3110045C21Rik and AI662270 lncRNAs. (**A**) mRNA expression profile of genes related to fibrosis or cell cycle in RP23-45G16.5 overexpression, 311045C21Rik overexpression and AI662270 overexpression, as indicated. The mRNA levels of all genes of interest were normalized to GAPDH and expressed as fold of induction/change to control experiment where un-transfected cells were used. *p < 0.05; **p < 0.01, ***p < 0.005, n.s: p = 0.05 (t test), n = 3. (**B**) Proliferation assays performed after co-transfection of cells with a GFP construct and plasmid constructs of the lncRNAs RP23-45G16.5, 311045C21Rik and AI662270. Results were expressed as percentage of the ratio of BrdU measurements (proliferating cells) to GFP measurement (efficiently transfected cells). **p < 0.01, ***p < 0.005, n.s: p = 0.05 (t test), n = 5.

**Figure 8:**
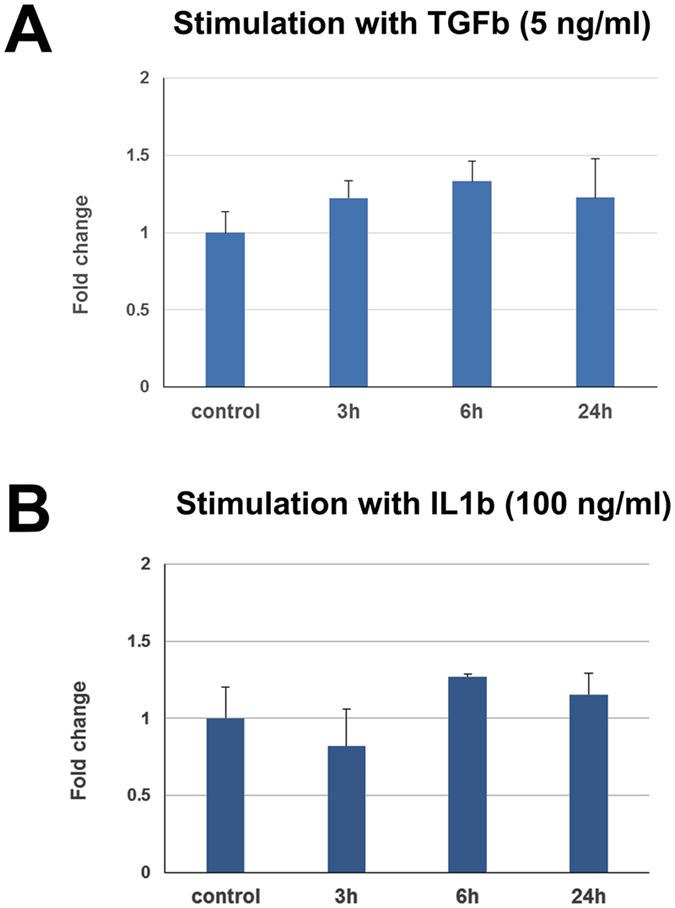
Expression profile of 3110045C21Rik after stimulation with TGFb and IL1b. (**A**) mRNA expression of 310045C21Rik after simulation with TGF-β1 (5 ng/ml) for 3, 6 and 24 hours. The mRNA levels were normalized to GAPDH and expressed as fold of induction/change to control experiment where no simulation took place. (**B**) mRNA expression of 310045C21Rik after simulation with IL1b (100 ng/ml) for 3, 6 and 24 hours. The mRNA levels were normalized to GAPDH and expressed as fold of induction/change to control experiment where no simulation took place.

**Table 1:** Transcription factors or regulators not previously assosiated with renal fibrosis.

Gene	Fold Change SO vs 2D	Log2 Fold Change SO vs 2D	p-value	Fold Change SO vs 8D	Log2 Fold Change SO vs 8D	p-value
Sox9	55.131	5.785	6.49E-35	50.395	5.655	8.55E-34
Creb5	13.935	3.801	4.41E–05	8.946	3.161	0.000499581
Pou1f1	13.010	3.702	0.003193411	14.020	3.809	0.002526991
Uhrf1	11.428	3.514	6.08E–16	11.529	3.527	4.94E–16
Mis18bp1	9.116	3.188	5.73E–07	4.713	2.237	0.000308533
Sox11	8.000	3.000	0.000273125	25.446	4.669	1.09E–07
E2f7	7.649	2.935	0.000566974	6.717	2.748	0.001167639
Lhx2	7.459	2.899	0.047260521	9.369	3.228	0.029423642
Foxj1	7.267	2.861	2.71E–10	35.513	5.150	2.12E–25
Relb	6.574	2.717	1.50E–11	12.314	3.622	2.78E–18
Bcl3	6.302	2.656	3.38E–11	5.658	2.500	3.64E–10
Arid5a	6.044	2.596	4.64E–09	8.662	3.115	4.59E–12
Hells	5.929	2.568	8.51E–07	4.554	2.187	2.28E–05
Brca1	5.916	2.565	2.20E–05	3.772	1.915	0.001278627
Hesx1	5.857	2.550	0.0001854	Not statistically significant in this comparison		
Fosl1	5.727	2.518	9.26E–05	6.357	2.668	3.71E–05
Foxm1	5.645	2.497	9.10E–08	8.384	3.068	1.16E–12
Maff	5.530	2.467	5.69E–09	18.200	4.186	1.06E–18
Runx1	5.072	2.343	1.42E–07	7.784	2.961	9.10E–07
Cdca7	5.071	2.342	7.62E–05	3.619	1.856	0.002473687
Asf1b	4.608	2.204	0.000360743	14.394	3.847	2.99E–06
Batf	4.413	2.142	0.005937201	21.757	4.443	9.04E–17
Egr2	4.089	2.032	3.81E–05	3.130	1.646	1.30E–05
Atf5	3.976	1.991	1.61E–07	4.047	2.017	9.87E–08
Sbno2	3.914	1.969	1.92E–07	3.544	1.825	0.001291195
Etv4	3.444	1.784	0.001644233	3.173	1.666	0.000280941
Arntl2	3.220	1.687	0.004706731	5.134	2.360	9.80E–05
Fosl2	3.200	1.678	1.04E–05	5.219	2.384	7.08E–10
Ciita	2.933	1.552	0.000500544	6.066	2.601	1.23E–08
Zfp182	2.735	1.452	0.001031867	Not statistically significant in this comparison		
Elf3	2.734	1.451	0.000111241	4.097	2.035	8.19E–08
Sox4	2.553	1.352	0.000870541	5.374	2.426	5.02E–09
Ezh2	2.330	1.220	0.006650586	2.018	1.013	0.023999984
Ifi205	2.313	1.210	0.003867694	12.666	3.663	2.19E–16
Bex1	2.303	1.203	0.019004634	2.199	1.137	0.026564847
Ikzf4	2.285	1.192	0.018368417	Not statistically significant in this comparison		
E2f1	2.280	1.189	0.004909231	1.891	0.919	0.029286962
Chaf1a	2.210	1.144	0.021923246	Not statistically significant in this comparison		
Rbpms	2.105	1.074	0.003833858	2.414	1.272	0.000631062
Hmgb2	2.063	1.045	0.005585089	2.762	1.466	0.000108467
Tgif1	2.038	1.027	0.006779508	3.099	1.632	1.95E–05
Zfp57	1.895	0.922	0.016739514	2.943	1.557	0.002821029

# Supplementary material for: Whole-transcriptome analysis of UUO mouse model of renal fibrosis reveals new molecular players in kidney diseases
**Source:** Sci Rep. 2016 May 18;6:26235. doi: 10.1038/srep26235

## **Whole-transcriptome analysis of UUO mouse model of renal fibrosis reveals new molecular players in kidney diseases**

Eleni Arvaniti<sup>1</sup>, Panagiotis Moulos<sup>2</sup>, Athina Vakrakou<sup>1</sup>, Christos Chatziantoniou<sup>3</sup>, Christos Chadjichristos<sup>3</sup>, Panagiotis Kavvadas<sup>3</sup>, Aristidis Charonis<sup>1\*</sup> and Panagiotis K Politis<sup>4\*</sup>

*

*<sup>2</sup>HybridStat Predictive Analytics, Athens, Greece;*

*

*

\* these authors should be considered as last co-authors

## **SUPPLEMENTAL FIGURE LEGENDS**

### **Supplemental Figure 1**

Immunofluorescence of the renal parenchyma with Mac-2 staining, **A.** 2 days and **B.** 8 days after ligation. An increase in staining is observed with the progression of the fibrosis.

### **Supplemental Figure 2**

ChIP analysis for the binding of RNA polymerase II (RNA pol) and H3K4m3 in the promoter region of selected lncRNAs. For these experiments chromatin samples were prepared from kidneys of sham operated (SO), 2 days ligated (2D) and 8 days ligated (8D) mice.

### **Supplemental figure 3**

Evaluation of the overexpression of lncRNAs in transfection experiments, performed by RT-q-PCR. **A.** RP24-45G16.5 RNA, **B.** 3110045C21Rik RNA and **C.** AI662270 RNA. The RNA levels of each lncRNA were normalized to GAPDH and expressed as fold of induction/change compared to control cells transfected with empty vector.

Immunofluorescence with anti-Mac2 antibody

A

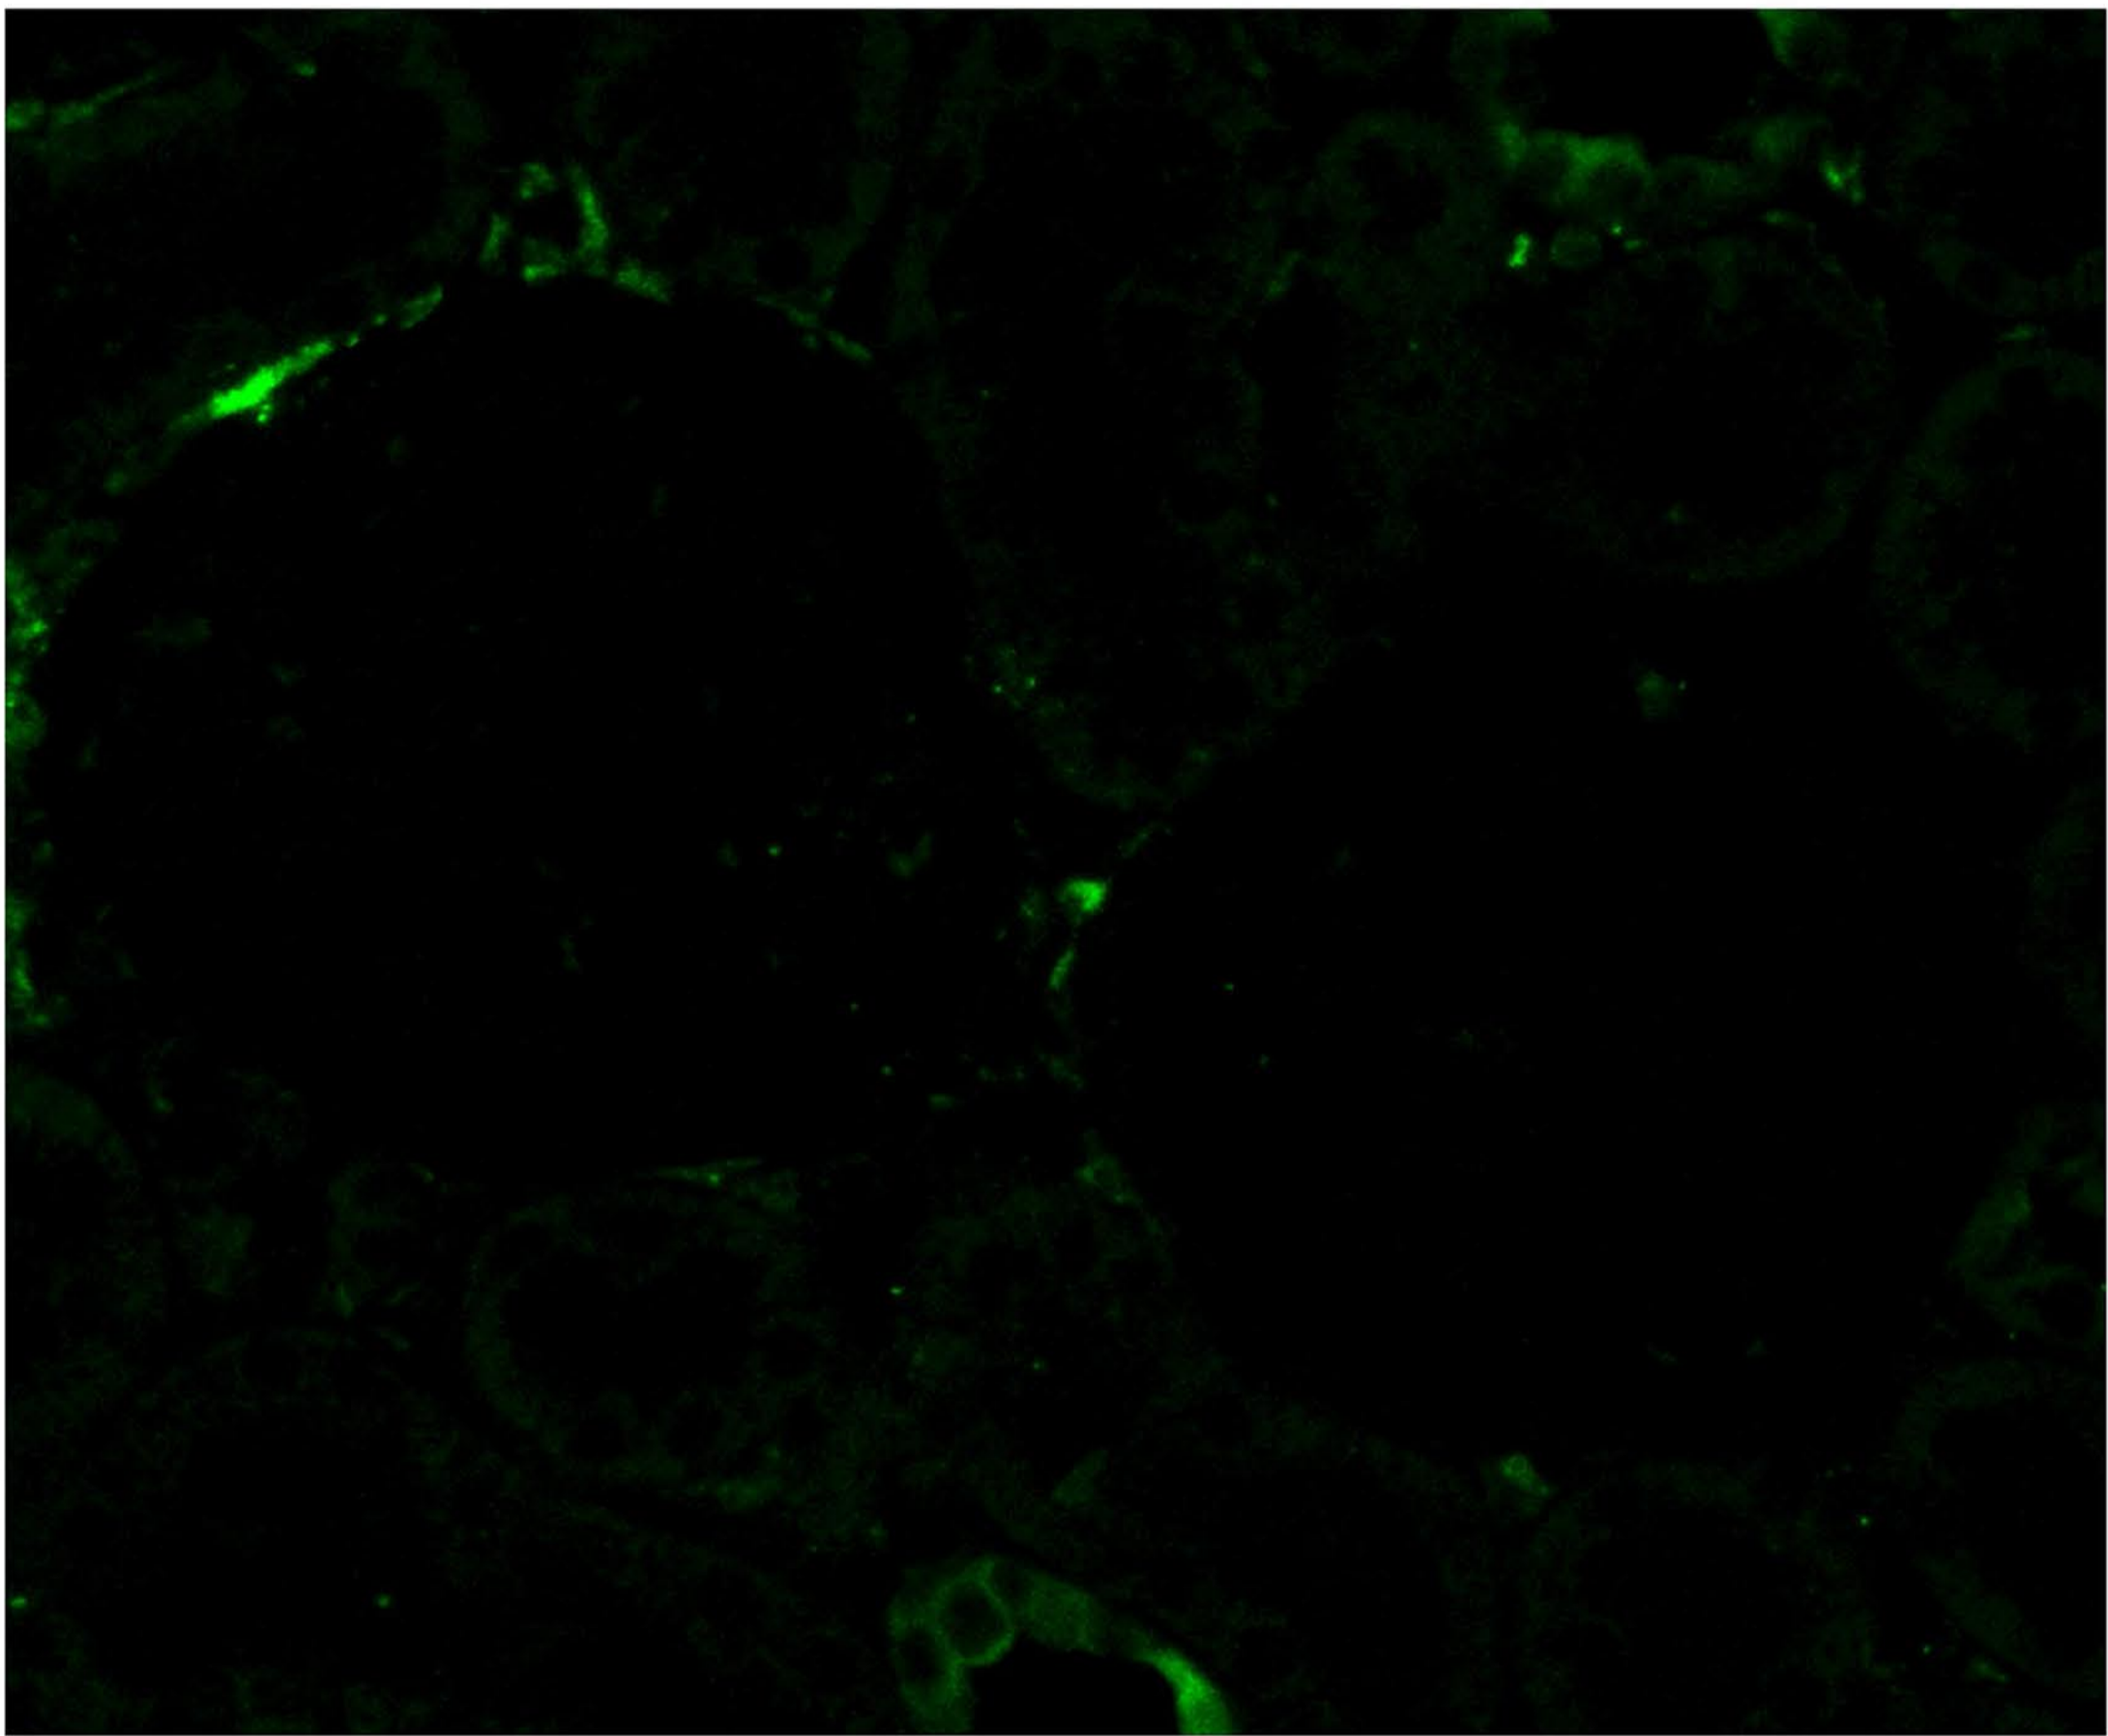

2D

B

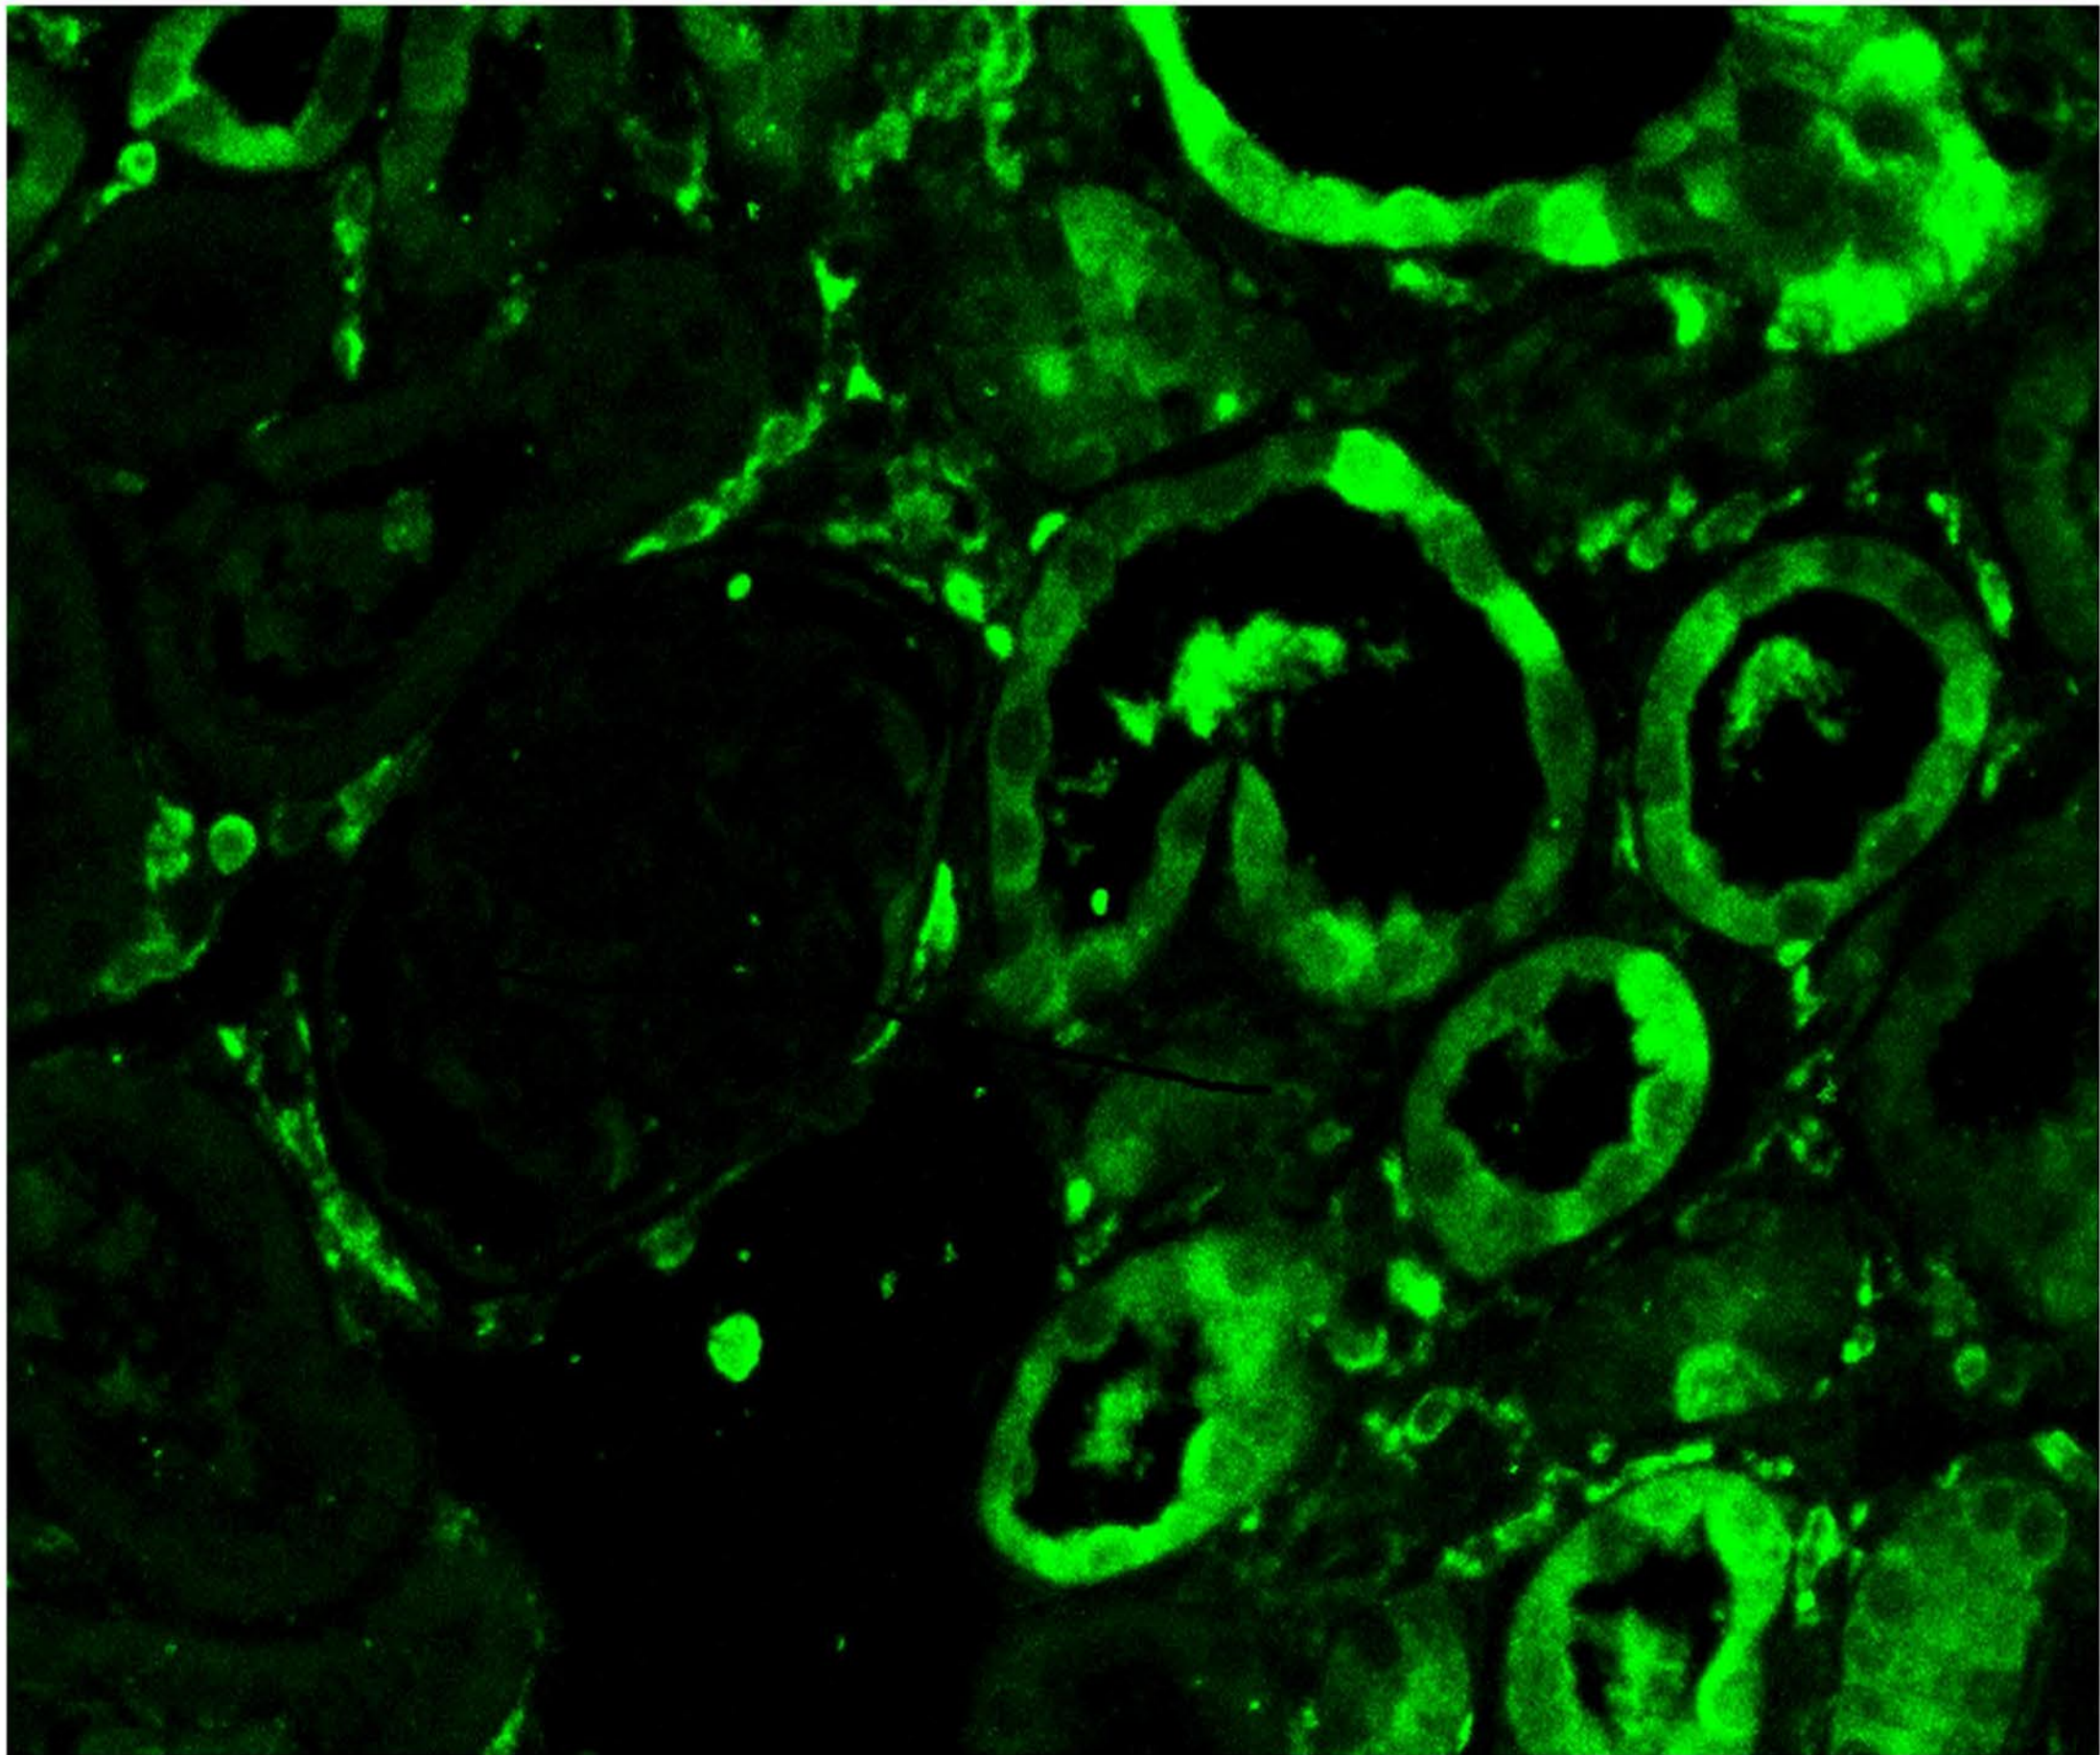

8D

3110099E03Rik

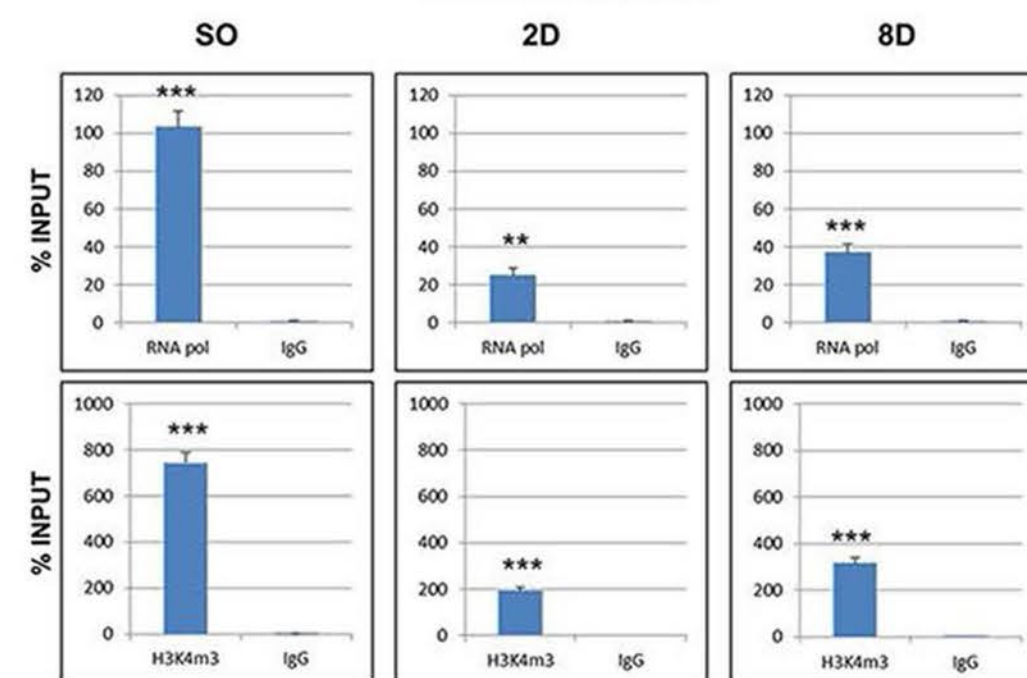

3300005D01Rik

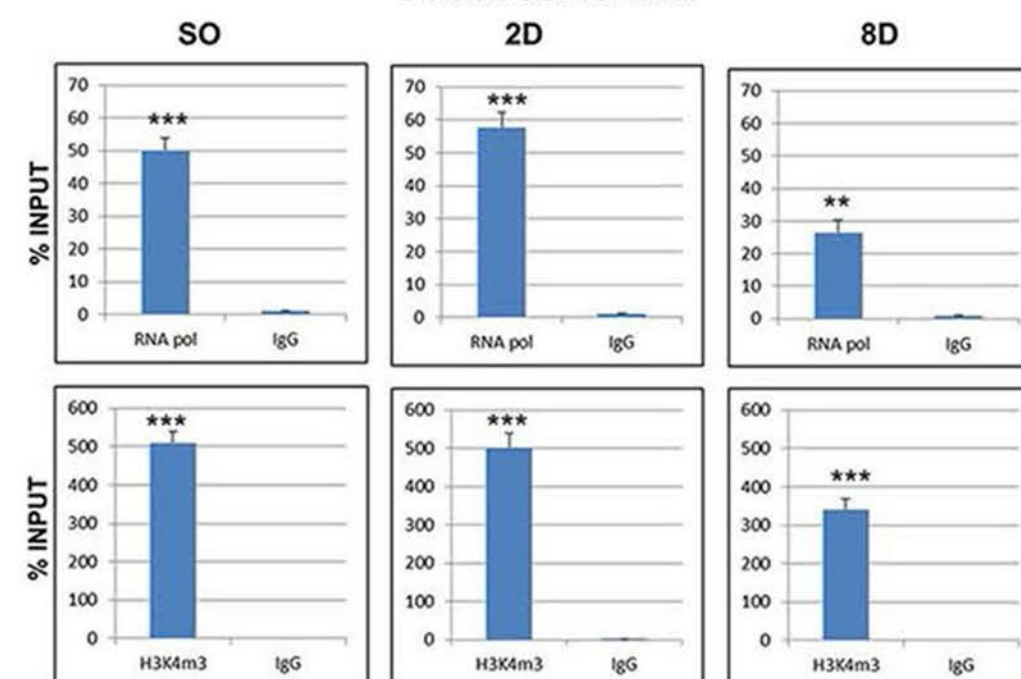

D630024D03Rik

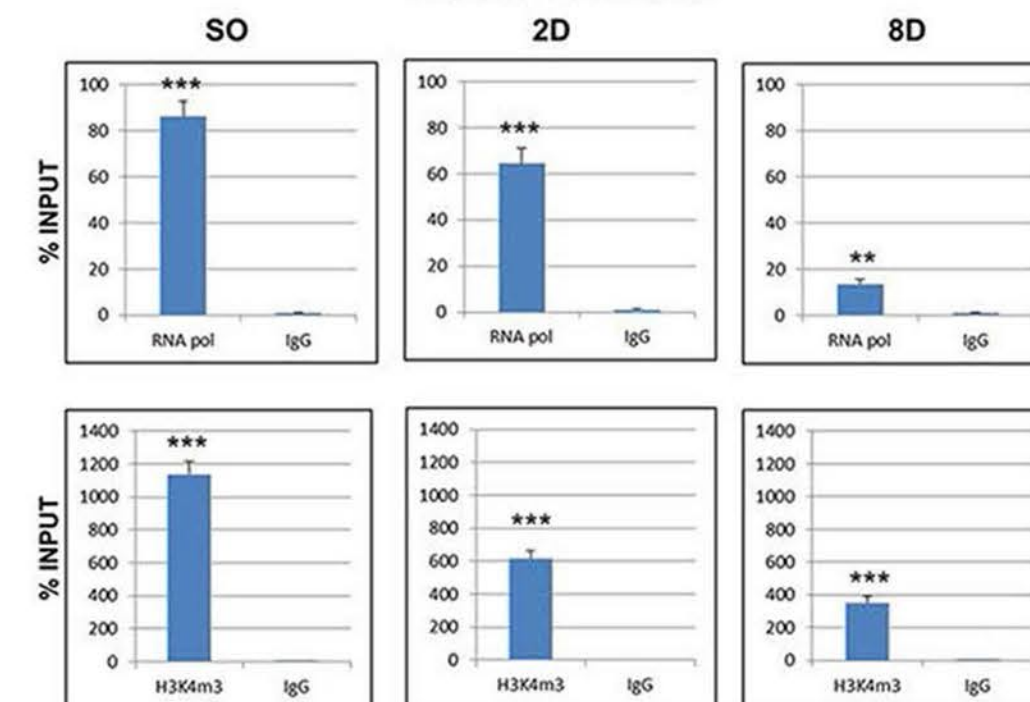

RP23-360O1.5

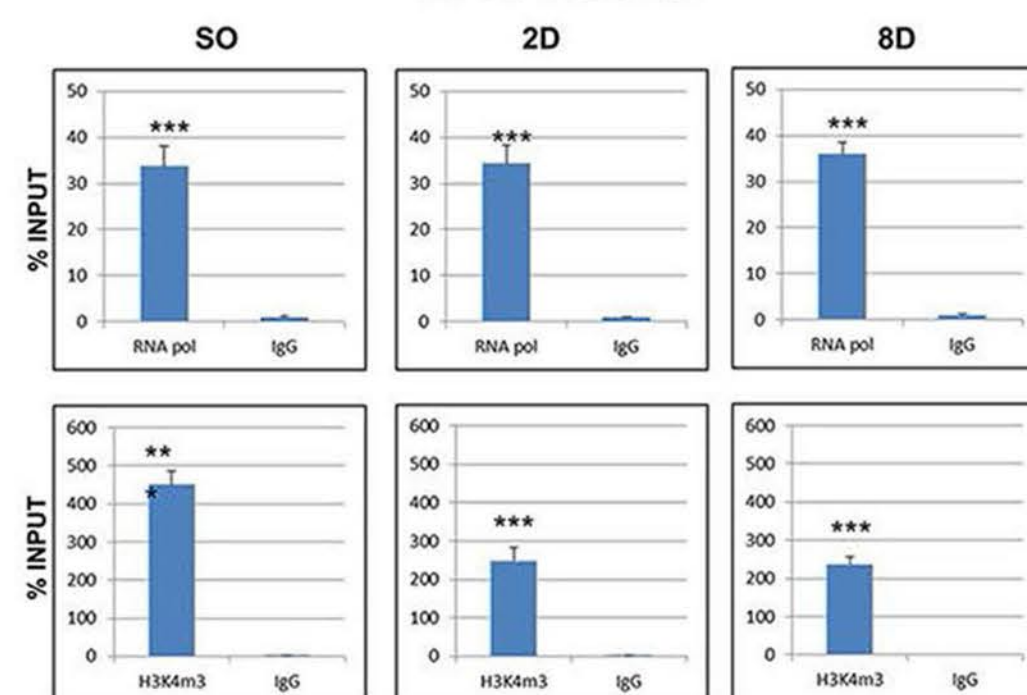

9330175E14Rik

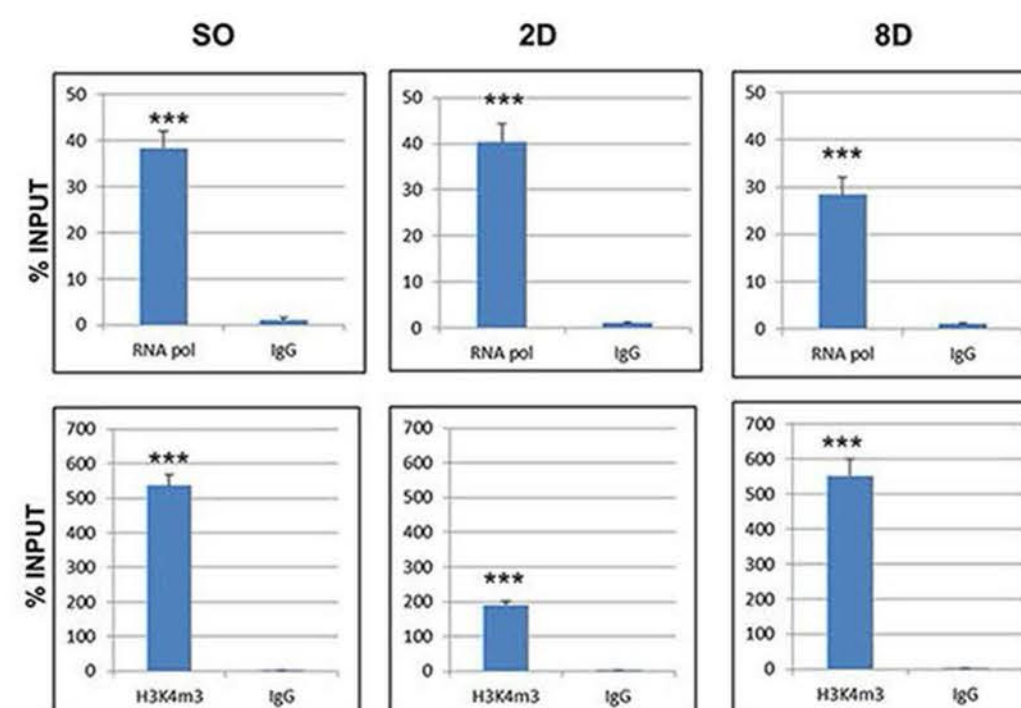

4833418N02Rik

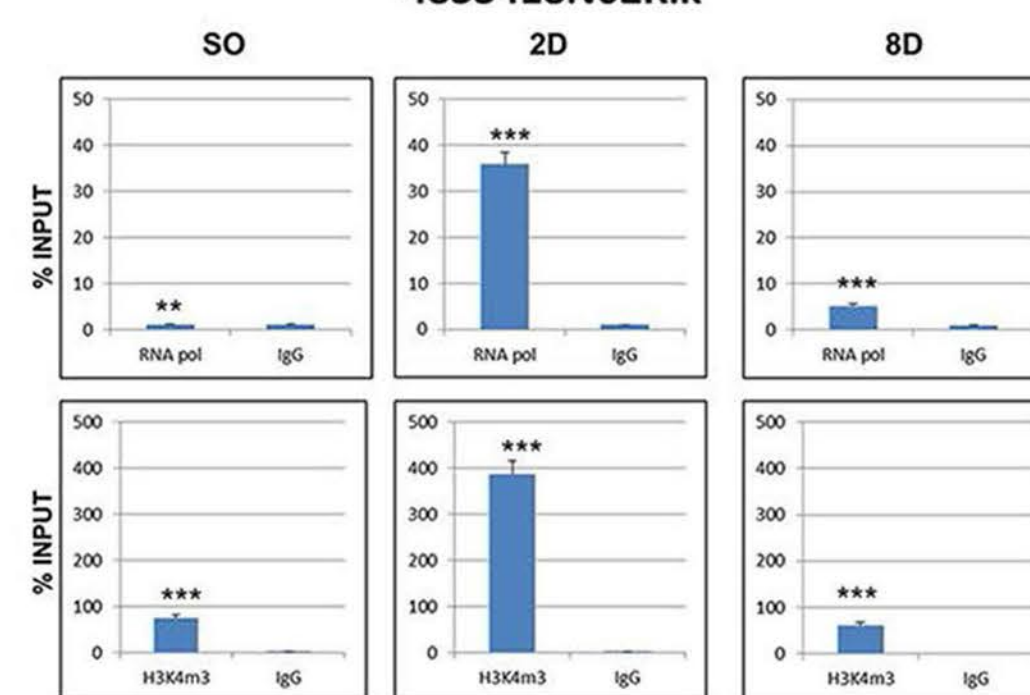

9130409J20Rik

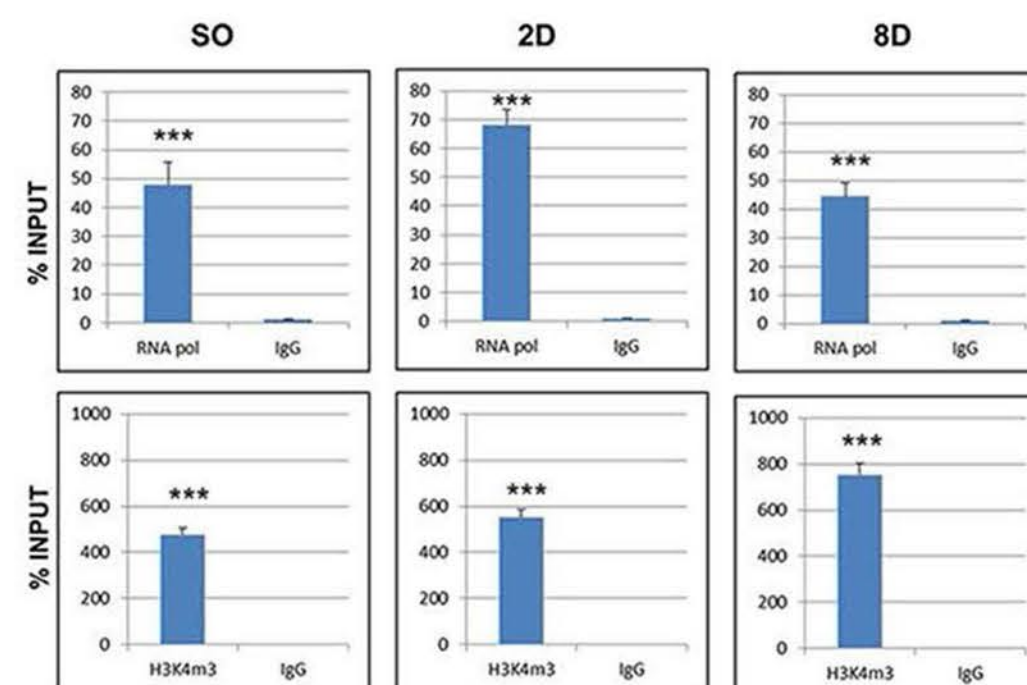

A

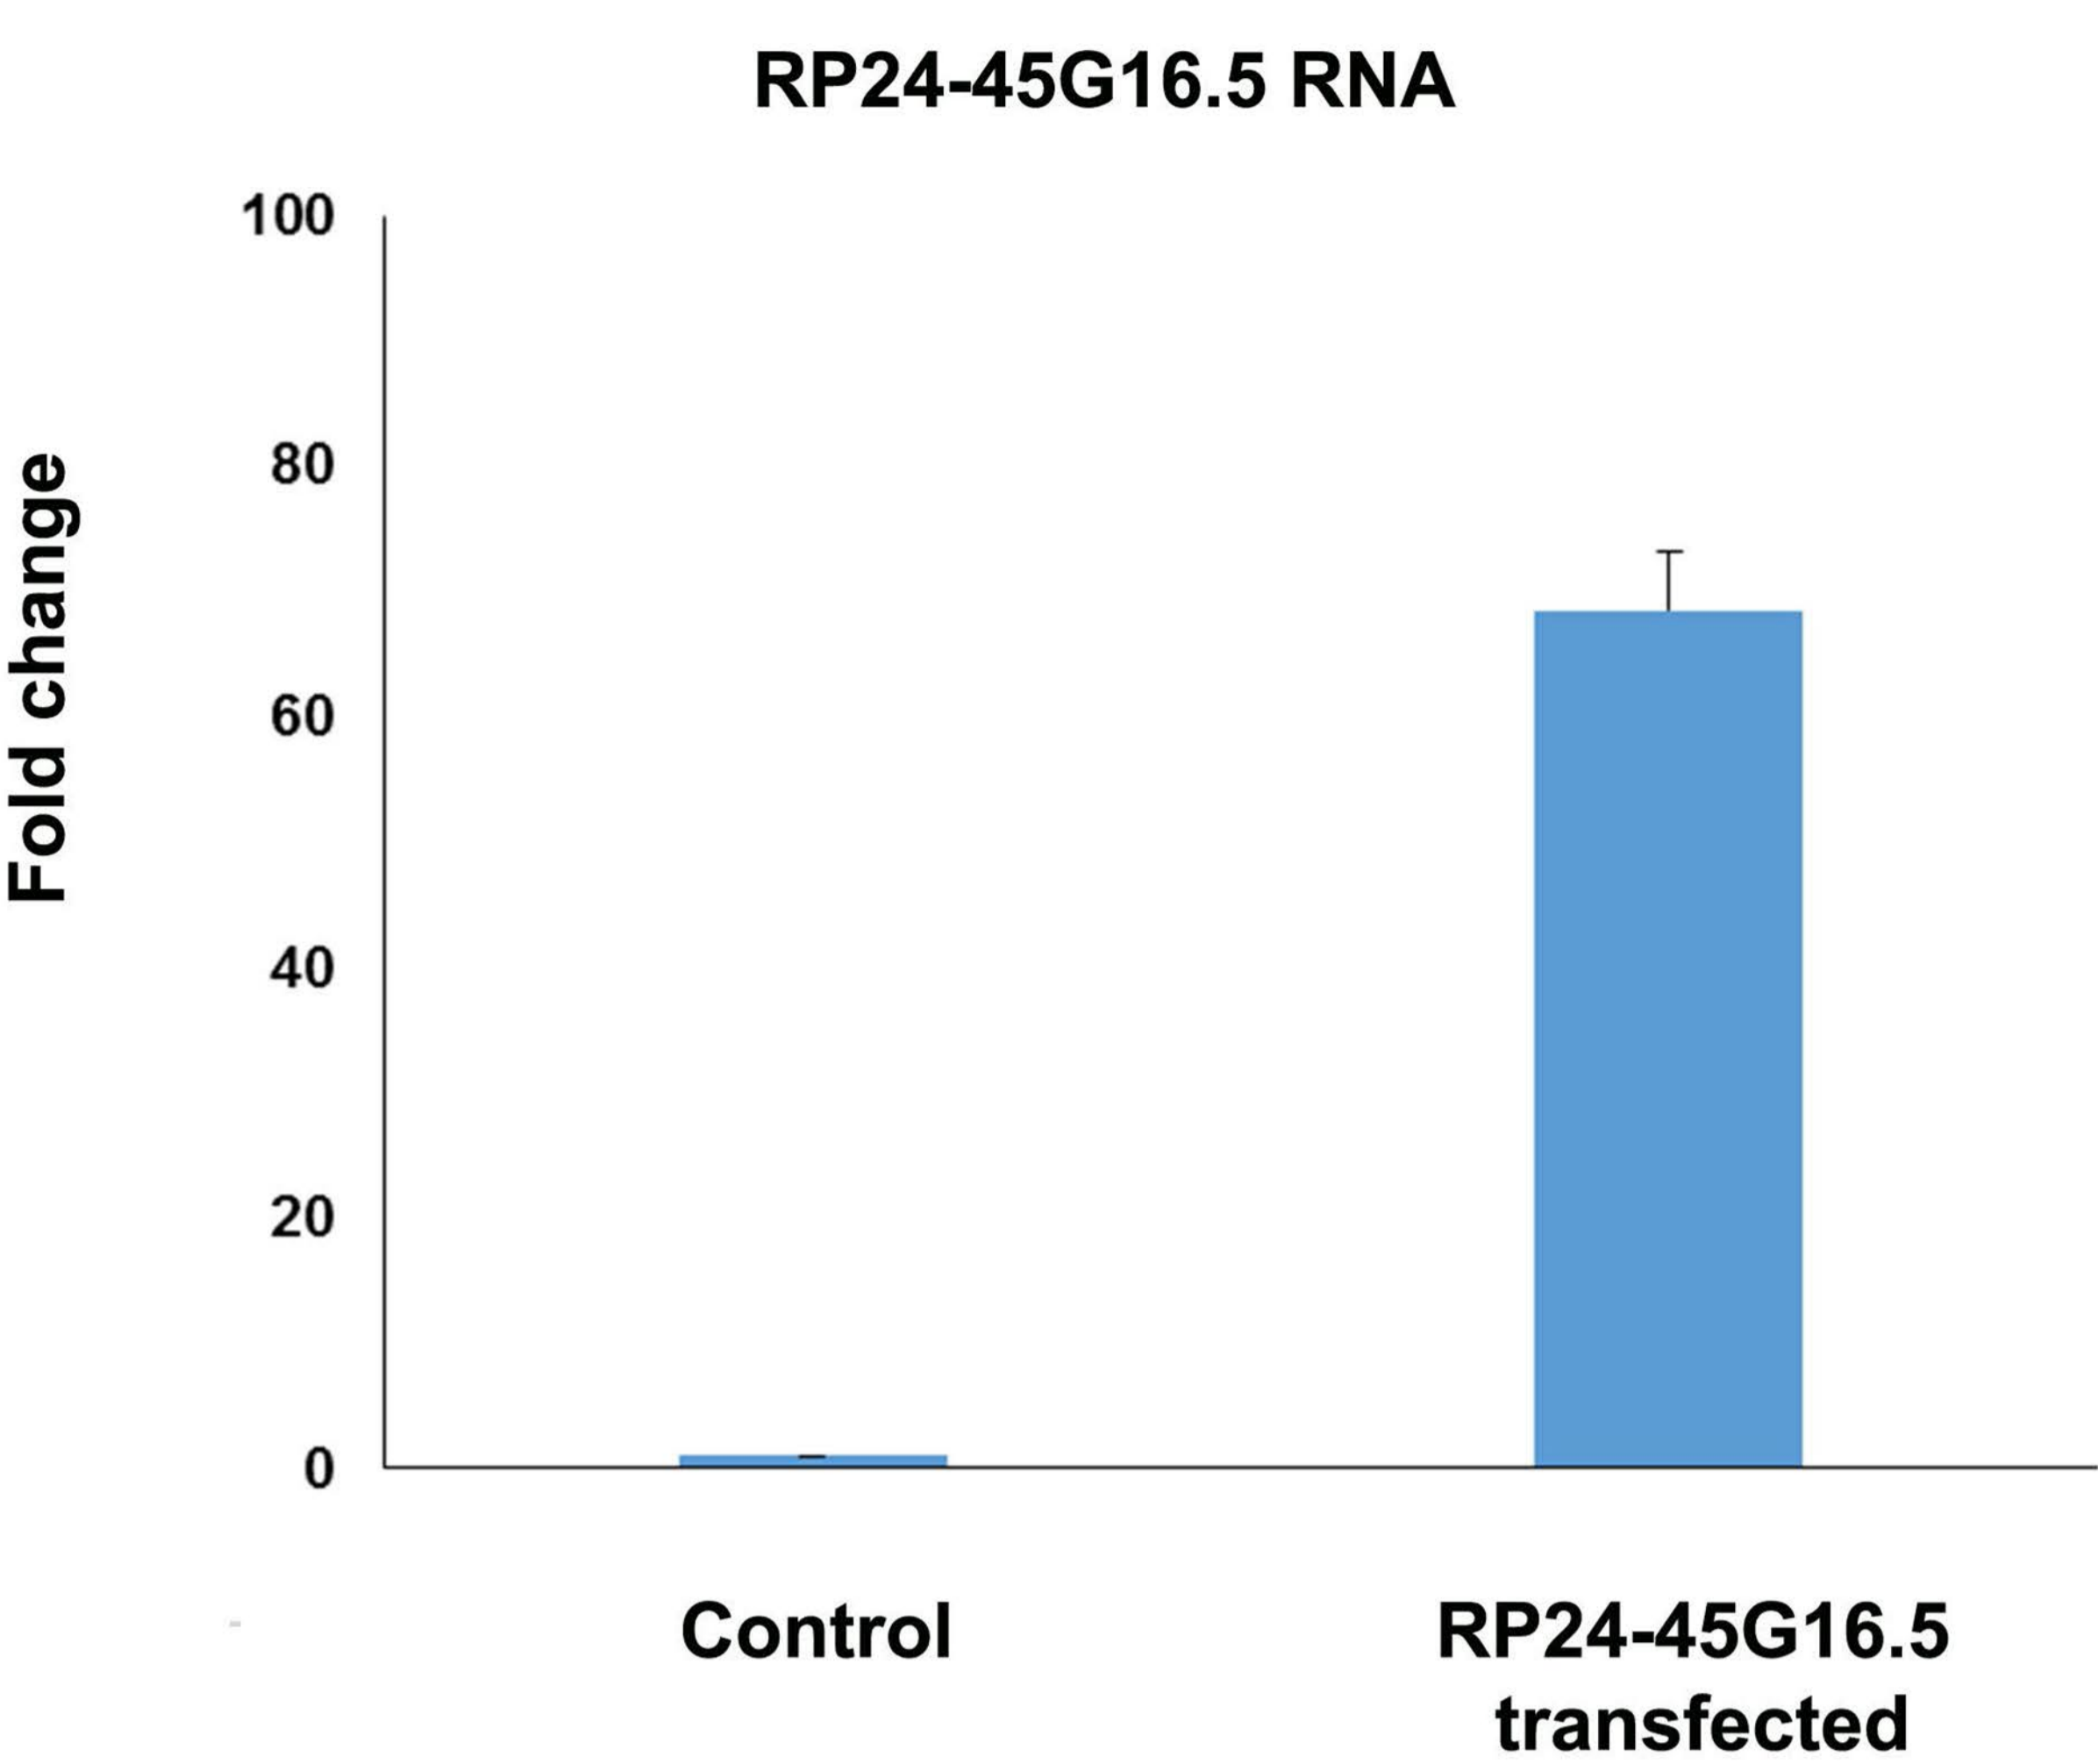

B

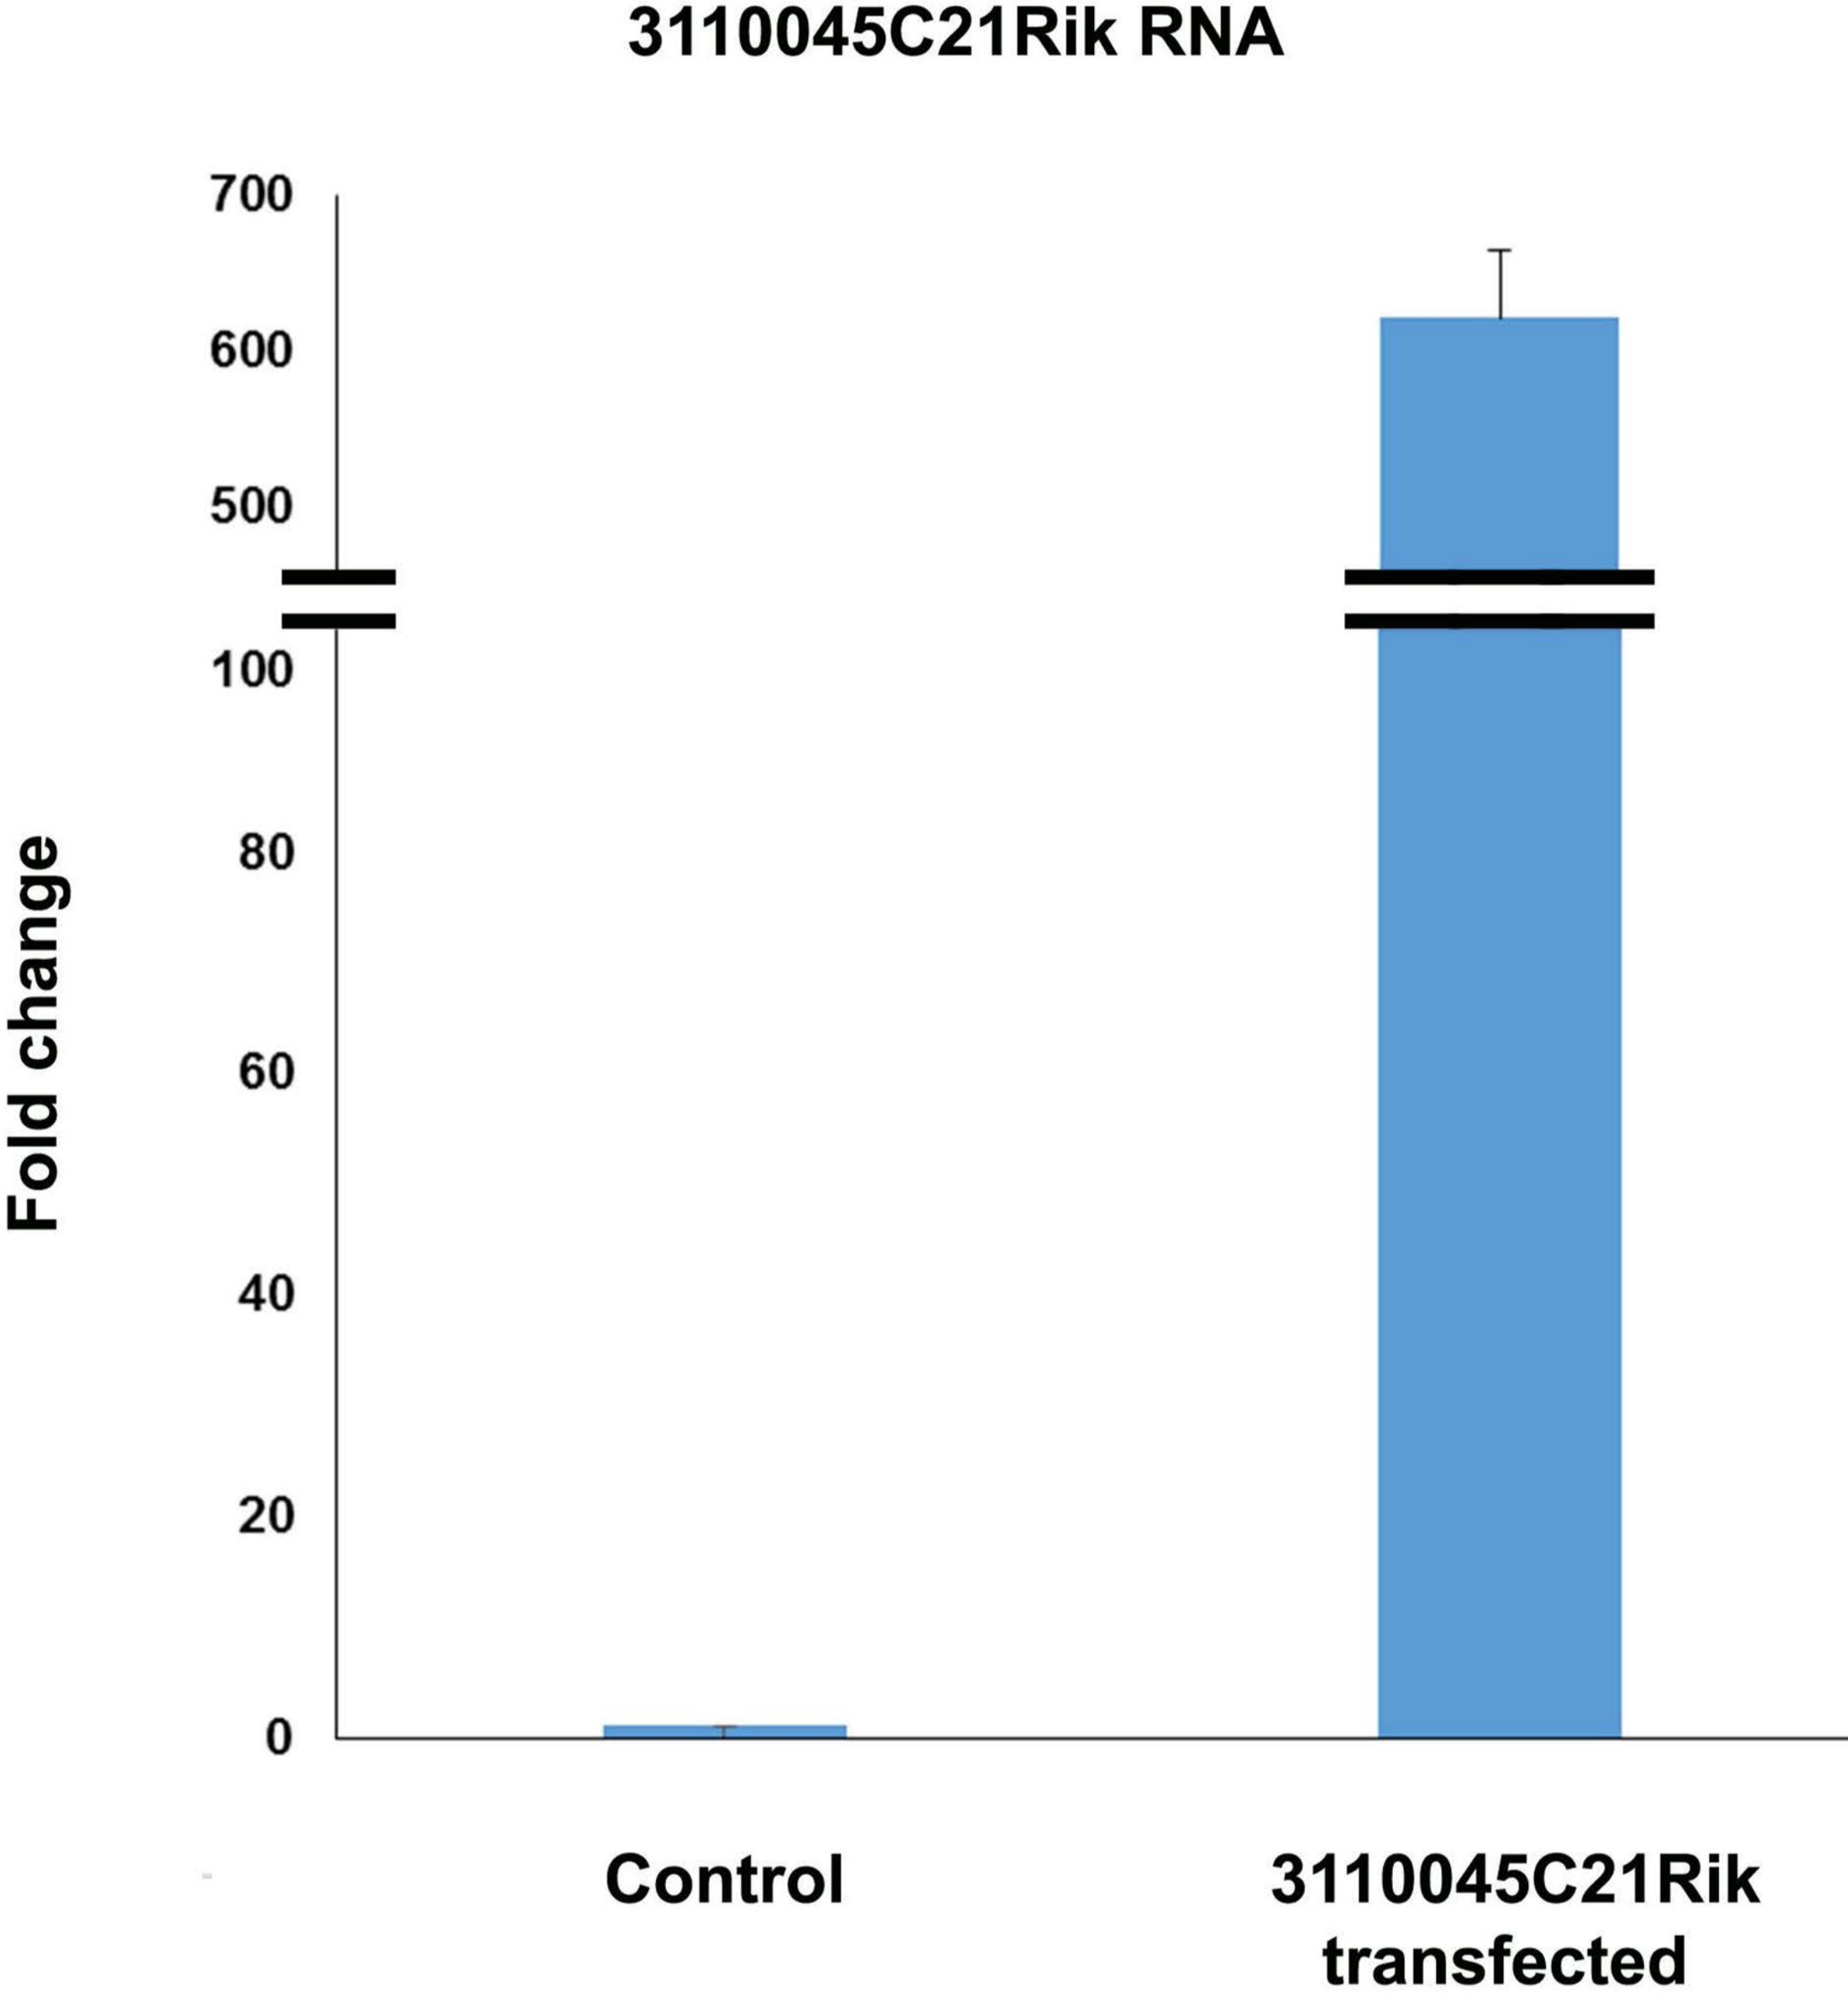

C

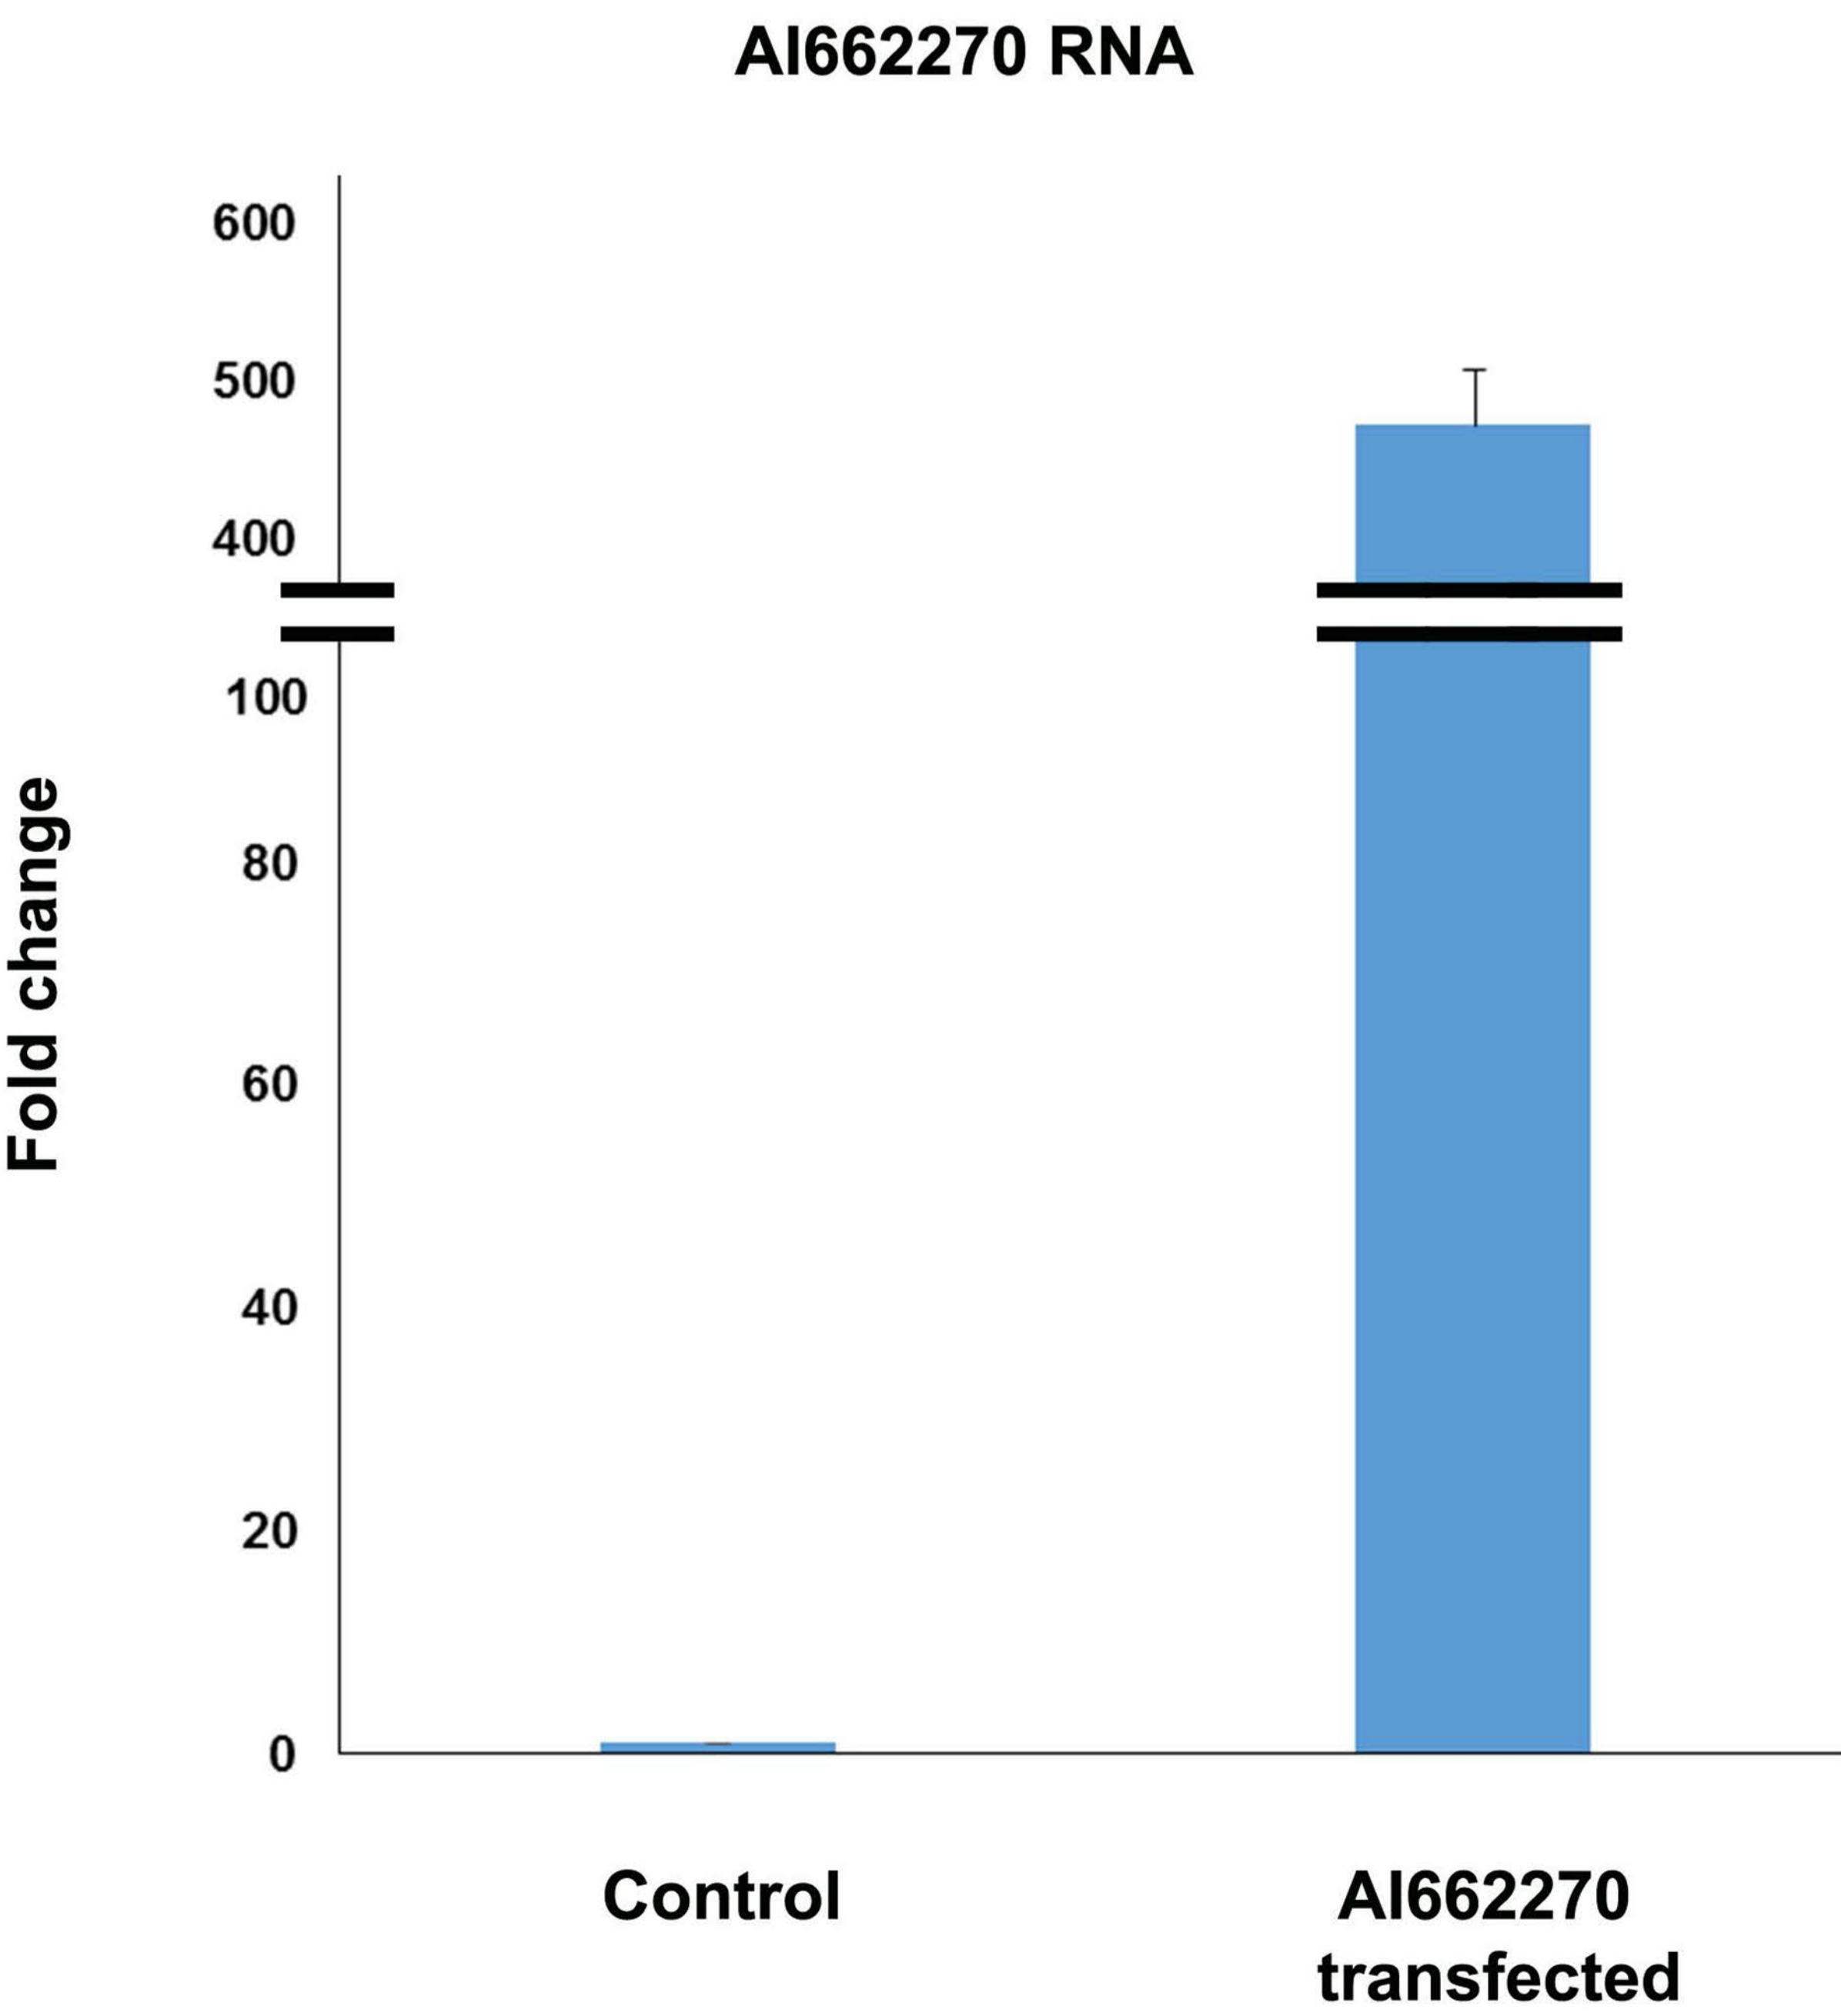

**Supplement:** Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

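Kidney RNA from male C57BL/6 mice was sequenced by the authors in 10 libraries: 4 from sham operated animals (SO), 3 collected 2 days after ligation of the right ureter (2D) and 3 collected at 8 days (8D). According to the paper's methods, paired-end reads were mapped to mm10 with tophat2, counted over exons and summed per Ensembl gene with metaseqR, and normalized with DESeq. The deposited values are scores that the authors had normalized and rounded to whole numbers before deposition, and they are not read counts: all 10 libraries hold the same sorted set of values, with 0 ranks at which they differ, which is what quantile normalization between libraries gives. The paper's text does not name that step, nor the annotation release, the use of strand in counting or the versions of the aligner and counter.

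Before the data were examined, the test had been planned as one for raw counts with edgeR, which was not used because the values are not counts. It was replaced by limma 3.58.1 in R 4.3.3, with the trend option, on log2 of the normalized value plus 1. All 10 libraries were in 1 fit with 3 group means, from which the comparisons SO vs 2D, SO vs 8D and 2D vs 8D were taken. Genes were called at an unadjusted p under 0.05, as in the paper, and counted as up-regulated or down-regulated beyond a log2 fold change of 1 in either direction. Counts at a Benjamini-Hochberg adjusted p under 0.05 were made beside them. The gene filter was adapted from the paper's methods, with lengths, biotypes and positions from GENCODE M21 for mm10: a span of at least 500 bp, a value per 100 bp above the 25th percentile in some library and a value above 164.5, the median, in some library. It kept 15289 of the 28048 genes above 0 in at least 1 library, or 54.5%. It is not identical to the paper's filter: Lhx2 of Table 1 was not kept, and of the genes in the parts in hand of the paper's tables it kept 1988 of 1998 for SO vs 2D, 1976 of 1997 for SO vs 8D and 1823 of 1825 for 2D vs 8D. Calculations on tables used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

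The fit was tested on simulated data with known changes in 200 genes, all beyond 1 on the log2 scale, and with noise from its own variances. The median error of the log2 fold change was 0.182 in SO vs 2D and 0.184 in SO vs 8D. The chance level of the overlap between the comparisons that share the SO libraries came from 20 simulations. The depth of each library was taken from the paper's Supplemental Table 1, since the normalized values all sum to the same total, so no counting error of single values could be given. The planned test of detected genes per library was left out because every library has 22807 genes above 0.

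The rule for genes named in the text covers those that the paper's results, Table 1, Fig. 1B, Fig. 4C or Fig. 5 names, with summaries for lists. For each comparison it also covers the 3 largest rises and the 3 largest falls among genes with an adjusted p under 0.05 from limma, complete separation of the groups and a mean of at least 50 in the higher group. Outside this rule, Igha, Pltp, Serping1, Pdk4, Ucp1, Cfd and the liver genes Alb, Mup1, Mup3, Ahsg, Cps1 and Serpina3k were named after their values had been seen. The rule, the gene lists for pathways and cell types, and the first group of alternatives below were all set before the data were examined. The pathway lists cover ribosomal proteins, chemokines and interleukins with their receptors, collagens, the cell cycle, the peroxisome, valine, leucine and isoleucine degradation, fatty acid oxidation with PPAR targets, and oxidative phosphorylation. The cell type lists cover proximal tubule, thick ascending limb, distal convoluted tubule, collecting duct, podocyte, endothelium, fibroblast, macrophage, T lymphocyte, B lymphocyte and plasma cell, neutrophil, adipocyte, urothelium and erythrocyte. An adrenal gland list had 1 gene after the filter and was not tested. Lists were tested with camera at a preset correlation of 0.01, with the correlation estimated from the libraries, and with fry. A hepatocyte list of 30 genes was written after liver transcripts had been seen in an SO library, from genes not looked at until then.

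Genes of the biotype lincRNA were taken as lncRNAs, and 5 lncRNA biotypes together as an alternative. Neighbouring protein-coding genes were sought within 100 kb, or 3 kb as an alternative, with 10000 reassignments of fold changes among lncRNAs. The alternatives set beforehand that were run were no gene filter beyond a value of at least 1, an adjusted threshold, a fit of the compared groups alone, a replicate block, leaving out each library in turn, the SO libraries averaged in pairs, Pearson correlation, and all genes in place of the filtered ones. Alternatives chosen after the data had been seen were a pseudocount of 10 or 0.1, median of ratios scaling, a minimum of 100 in 3 libraries, limma without the trend, and fold changes as ratios of group means. The parts in hand of the paper's gene tables, 1998, 1997 and 1825 genes for SO vs 2D, SO vs 8D and 2D vs 8D, were used only to check the scale of the fold changes. The RT-qPCR, ChIP, cell line and other animal model experiments were not analysed here.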

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

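All tests in this part were chosen only after the result had been seen, with the exceptions given here. The test of liver genes in SO replicate 3 used a list of genes not looked at before. The cell type lists and the replicate block had been set before the data were examined.

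A library was set apart when its gap to the nearest of the other SO libraries exceeded Dixon's 95% critical share of the whole range of the 4. The 2D and 8D groups of 3 libraries were not examined in this way. Of 124 measures, 10 passed this limit, where chance alone gives 6.2, so most of these could be chance. SO replicate 3 held 6 of them, SO replicate 2 held 3 and SO replicate 4 held 1. In the paper's Supplemental Tables 1 and 2, SO replicate 2 had the lowest share of mapped reads (97.3%, gap 0.8868 of the range) and SO replicate 3 the fewest detected genes (18492, gap 0.8322). Among the genes named by the paper, SO replicate 3 was lowest for Acta2 (gap 0.8653), Cdca7 (0.9489) and Pstpip1 (0.8652), SO replicate 2 highest for Atf5 (0.873) and Ciita (0.8707), and SO replicate 4 highest for Batf (0.9044). No technical or biological explanation was tested for these genes. Leaving out SO replicate 3 lowered the genes called in SO vs 8D to 7987, the lowest count of the fits that each left out a library.

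SO replicate 3 was also set apart by the hepatocyte list, for which it was highest (gap 0.9542), and by the erythrocyte list, for which it was lowest (gap 0.9939). Alb had a value of 5664 in this library against 312 to 576 in the other SO libraries, and Mup1 3110 against 12 to 54. Of 30 hepatocyte genes not looked at before, 23, or 76.67%, were highest in SO replicate 3, where chance gives 25% (exact binomial test, one-sided, p = 4.27e-09), although genes of one list are not independent. Of the 30, 10 had a mean of at least 100 in the other SO libraries and so are also expressed in kidney. A mislabelled sample is argued against by its mean correlation of 0.9871 with the other SO libraries, above those with the ligated groups. RNA from liver tissue carried over in this library remains a candidate explanation, and a biological one was not tested. For the erythrocyte list, a different amount of blood left in the kidney was not tested.

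There were 69 genes with opposite directions in SO vs 2D and SO vs 8D and an adjusted p under 0.05 from limma in all 3 comparisons, so that the difference between the time points was itself tested. They include Igha, Pltp and Serping1, chosen here after their values were seen. Igha had a mean of 1460.2 in SO, 636 in 2D and 24324 in 8D. Under median of ratios scaling all 69 kept both directions, and 67 kept the adjusted calls. Its factors, from 0.9639 to 1.024, were applied to values already normalized and cannot undo that normalization, so the part of the authors' normalization stays open. With the replicate block, 39 kept the adjusted calls, but that fit leaves out SO replicate 4 and estimates more terms from fewer libraries. A change in the mix of cells between 2D and 8D stays open.

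The medians of 3 cell type lists lay under SO at 2D and above SO at 8D. The difference between 2D and 8D was tested with camera of limma. It was 0.9774 for 13 endothelial genes (adjusted p = 2.89e-09, all 13 higher at 8D), 1.648 for 9 B lymphocyte and plasma cell genes (adjusted p = 0.000107, 7 higher) and 0.5909 for 10 podocyte genes (adjusted p = 0.00311, 9 higher). Against SO, the endothelial list passed at 2D (adjusted p = 0.00266, limma) and at 8D under fry (adjusted p = 0.00966, limma) but not under camera (adjusted p = 0.12, limma), the B lymphocyte list passed only at 8D (adjusted p = 0.0138, limma), and the podocyte list did not pass camera at either time. Between pairs of SO libraries, the podocyte list passed in 2 of 3 pairings (adjusted p = 0.0146 and 4.71e-05, limma) and the others in none. With the correlation estimated from the libraries, 0 cell type lists passed an adjusted threshold in 2D vs 8D, and 5 had an unadjusted p under 0.05. Whether tubule RNA diluted the endothelial transcripts at 2D was not decided. The median log2 fold change at 2D was 1.349 for macrophage genes and 1.30 for fibroblast genes, but a rise of their own could outweigh a dilution. For the tubule lists the medians at 2D were -1.11 (proximal tubule), -0.99 (thick ascending limb), -1.62 (distal convoluted tubule) and -0.75 (collecting duct). These lists thus gave no sign of a larger share of tubule RNA. Loss and regrowth of vessels, and lower expression per cell, were not tested.

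The paper does not discuss immunoglobulin genes, whose summed values were higher at 8D. Over 251 genes picked by the start of their names, the mean 8D sum was 8.632 times the SO mean, and the mean 2D sum was 0.636 times it. Genes of another kind with such a name may be among them and were not taken out. A single library as the cause is argued against, since the lowest 8D library was 3.754 times the highest SO library. These genes hold 0.0355% of the 8D total, 11 of them passed the gene filter, and their reads can be shared among family members, so the sum was used. Antibody-producing cells entering the kidney by 8 days would give such a rise, which was not tested beyond the B lymphocyte list.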

How the results depend on the processing

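All comparisons in this part were run on alternatives set before the data were examined, except a pseudocount of 10 or 0.1, median of ratios scaling, a minimum of 100 in 3 libraries, limma without the trend and fold changes as ratios of group means, which were chosen only after the results had been seen.

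Of 598 counts and other summary values recomputed for 36 results, 569 stayed within 1.5 times the reported count or on the same side of the threshold, and 29 did not. Without the gene filter, there were 2162 genes up-regulated in SO vs 2D and 2033 genes down-regulated in SO vs 2D, 3584 genes up-regulated in SO vs 8D and 3484 genes down-regulated in SO vs 8D, and 2128 genes up-regulated in 2D vs 8D and 1204 genes down-regulated in 2D vs 8D. In the same setting, 212, 328 and 165 lncRNAs were called in the 3 comparisons, and 1824 genes only in SO vs 2D. More genes were tested in that setting. At an adjusted p under 0.05 from limma, a stricter threshold, 2863 genes were called in 2D vs 8D, 65 lncRNAs in SO vs 2D and 29 in 2D vs 8D, and the genes called only in SO vs 2D numbered 670. With 5 lncRNA biotypes, which widen the class, 278, 433 and 234 lncRNAs were called in SO vs 2D, SO vs 8D and 2D vs 8D.

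Leaving out each library in turn moved the genes called only in SO vs 2D from 570, without 2D replicate 3, to 1630, without 8D replicate 2, and the cause was not tested. Each of the other counts of genes stayed within 1.5 times its reported value under these fits. Genes down-regulated in SO vs 2D ranged from 958 to 1630 (reported 1251), and genes down-regulated in 2D vs 8D from 560 to 909 (reported 606).

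The share of lncRNA neighbours in the same direction passed its permutation test in SO vs 2D with a window of 3 kb (68%) and with 5 biotypes (59.32%), and no longer passed in 2D vs 8D with 3 kb (71.43%), where 7 pairs were left. The mean correlation within SO moved from 0.98836 to 0.97936 with Pearson correlation and to 0.97427 with all genes, by more than the SD between pairs (0.00322), and the cause was not tested. With the correlation between genes estimated from the libraries, camera called 0 of the 8 pathway lists and 0 of the 14 cell type lists at an adjusted p under 0.05 in each comparison. At an unadjusted p under 0.05 it called 4, 5 and 2 pathway lists and 1, 1 and 5 cell type lists in SO vs 2D, SO vs 8D and 2D vs 8D.

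For the named genes, 54 fold changes were recomputed in 1023 fits, of which 997 kept direction and call, 20 lost the call, 4 gained it and 2 reversed. The reversed ones were of Cdkn1b in SO vs 2D, which moved from -0.1294 without 2D replicate 2 to 0.0109 without SO replicate 2 and 0.0272 without 2D replicate 3. Changed calls were those of Cdh1, Mfap4, RP23-45G16.5, Ddr2, Zfp182 and Cdkn1b. Ddr2 was called in SO vs 2D without 8D replicate 3 and in the fit of the 2 compared groups, at the same log2 fold change of -0.36. With the SO libraries averaged in pairs, Mfap4 in SO vs 2D (0.96) and RP23-45G16.5 in SO vs 8D (0.96) lost their calls.

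Averaging the SO libraries in pairs gave 4783, 7203 and 4524 genes called in SO vs 2D, SO vs 8D and 2D vs 8D. The replicate block gave 5159, 7735 and 4358, of which 5098, 7661 and 4248 were shared with the reported calls. This fit also left out SO replicate 4, so its lower counts cannot be laid to the block alone. Residuals of libraries with the same replicate number correlated from -0.50 to 0.546, with no consistent pairing. Median of ratios scaling moved the median log2 fold change of all genes by at most 0.0664.

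The alternatives that need read counts were not run: the DESeq2 and exact tests, other scalings of the count tools, the edgeR gene filter, thinning to equal depth, and other definitions of detected genes. The normalized values do not hold the depth of the libraries, so an effect of depth on low genes could not be measured.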

Differences from the paper's values

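All alternatives named in this part were set before the data were examined, and no test here was chosen only after the result was seen, except the search of Table 1 for shifted values and the fold change as a ratio of group means as a threshold.

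The paper gives 2962 genes for SO vs 2D, 5152 for SO vs 8D and 1854 for 2D vs 8D, against 6390, 8776 and 4989 here with limma on the normalized values. None of the alternatives set before the data were examined closed the gap for SO vs 2D or 2D vs 8D. For SO vs 8D, averaging the SO libraries in pairs gave 7203, within 1.5 times the paper's number, and the others did not close the gap. For genes called in both comparisons, the paper's Fig. 2D gives about 2500, read by eye, against 5271, and no alternative closed the gap. For genes called only in SO vs 2D, the paper's Fig. 2D gives about 480 against 1119. Here the fit without 2D replicate 3 (570) and the adjusted threshold (670) came within 1.5 times, and the others did not.

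The paper gives 62 lncRNAs for SO vs 2D and 24 for 2D vs 8D, against 101 and 76 genes of the biotype lincRNA here. Some lncRNAs that the paper studied have another biotype, such as 3110045C21Rik (antisense) and AI662270 (processed transcript). The counts may thus cover unlike sets of genes, and a closed gap does not show that the same genes were called. In SO vs 2D the gap closed with the adjusted threshold (65), the SO libraries averaged in pairs (70), the replicate block (84), and without SO replicate 2 (84), 3 (83) or 4 (89) or 2D replicate 2 (84) or 3 (86), and not with the others. In 2D vs 8D it closed only with the adjusted threshold (29). For lncRNAs called in both, the paper's Fig. 4A gives about 46 against 84, and no alternative was run for this count. On the second axis of the multidimensional scaling, the paper's Fig. 1C gives about 15% against 9.62%, and with all genes the value was 15.4%, while Pearson correlation left the gap (9.57%).

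Fig. 1B of the paper shows RT-qPCR values, and the values here are ratios of group means in the sequencing data. Fig. 1B gives about 26 for Acta2 in SO vs 2D against 3.50. For Col1a1, Fig. 1B gives about 20 in SO vs 2D against 6.81 and about 37 in SO vs 8D against 19.5. For Col3a1, Fig. 1B gives about 15 against 4.23 and about 38 against 17.5. For Col4a1, Fig. 1B gives about 5.8 against 2.36 and about 16 against 5.44. None of the alternatives set before the data were examined, here each library left out in turn, closed these gaps.

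Fig. 5 of the paper also shows RT-qPCR values. Fig. 5B gives about 2.4 for Cdkn1b in SO vs 8D against 1.23. Fig. 5C gives about 0.05 for 3110045C21Rik in SO vs 2D against 0.2301, and for Ddr2 about 2.1 in SO vs 2D against 0.779 and about 5.8 in SO vs 8D against 2.96. Fig. 5D gives about 5.7 for AI662270 in SO vs 2D against 3.79 and about 2.1 in SO vs 8D against 9.94. Only for the fold change of AI662270 in SO vs 2D did alternatives close the gap: 4.14 without SO replicate 1, 4.53 without 2D replicate 1 and 3.95 without 2D replicate 2.

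Table 1 of the paper gives log2 ratios for SO vs 8D that differ from the same ratios here for 7 genes by more than the replicate SD: Foxm1 with the paper's 3.068 against 1.67, Maff with 4.186 against 3.07, Runx1 with 2.961 against 4.19, Cdca7 with 1.856 against 2.96, Asf1b with 3.847 against 1.86, Egr2 with 1.646 against 4.44, and Atf5 with 2.017 against 1.65. For Atf5 the gap closed without SO replicate 2 (1.74) and without 8D replicate 3 (1.77), and for the rest no alternative closed it. Of the 38 values in that column, 28 match the ratio of their own gene and 10 match, within 0.0005, the ratio of another gene of the table. These 10, for Foxm1, Maff, Runx1, Cdca7, Asf1b, Batf, Egr2, Atf5, Sbno2 and Etv4, each equal the ratio of the next gene in this order, with Etv4 holding that of Foxm1. The paper's text value for Runx1 in SO vs 8D, 18.2, matches the data. In SO vs 2D, 41 of 42 values match, and the exception is Zfp57, with the paper's 0.922 against 1.29.

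The paper states that Cdh1 is down-regulated in the UUO model, whereas its log2 fold change here was 0.37 in SO vs 2D and 0.50 in SO vs 8D. The former lost its call in 6 of the 10 fits that each left out a library, and both stayed above 0 in those fits. The paper states that the patterns of the 26 lncRNAs coincide between RT-qPCR and sequencing. Of the bars in Fig. 4C, 24 lay on the same side of no change as the fold changes here in SO vs 2D and 18 in SO vs 8D, with 2 and 5 on the opposite side and 3 at 8D on neither. On the opposite side were Gm10069 (-0.69 and -0.62) and Gdap10 (-0.77 and -1.55) at both intervals, and at 8D also Gm9951 (-0.36), 3300005D01Rik (1.15) and RP23-360O1.5 (-2.17). Lhx2, in Table 1, lay below the gene filter and was not tested. Without that filter it was called up in SO vs 2D (2.98) and SO vs 8D (3.24). With Lhx2 counted, all 42 genes of Table 1 were up-regulated in SO vs 2D, and 38 of the 42 in SO vs 8D. In SO vs 8D, E2f1 (0.90), Chaf1a (0.79) and Ikzf4 (0.79) were called but stayed under the log2 threshold of 1. Of the 13 cell adhesion genes the paper lists, Mfap4 missed the log2 threshold of 1 (0.97), and all 13 passed with the replicate block, without SO replicate 4, without 2D replicate 2, and with the ratio of group means, which was chosen after seeing the values. Of the 26 lncRNAs, 23 were called in SO vs 2D, and 24 without 8D replicate 2. The paper states that RP23-45G16.5 and Cdkn1b change in parallel, whereas in SO vs 2D the former rose by 1.67 and the latter had -0.03. Cdkn1b was not called in SO vs 8D (0.27), and was called without 8D replicate 2 (0.47). The paper chose AI662270 for its early rise at 2D. Here AI662270 rose at 2D as well, with a log2 fold change of 1.85, and was higher still at 8D, with 3.28.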

Other observations

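All tests in this part were chosen only after the result had been seen, with some exceptions. These are the other groupings of libraries for lncRNAs, the liver genes in 8D replicate 1 and the adipocyte list without SO replicate 2. The gene lists for pathways and cell types, and the averaging of SO libraries in pairs, had been set before the data were examined.

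Other groupings of the same libraries were fitted with limma for each pair of groups. Of the 35 ways to divide the 7 libraries of SO vs 2D, 1, the real one, gave as many genes called (6972 in this fit of the compared groups, against at most 4575 otherwise), and the same was true of up-regulated genes, down-regulated genes and lncRNAs. It was again 1 of 35 for each of these counts, in SO vs 8D, with 8887 genes called against at most 5259. In 2D vs 8D, 1 of 10 groupings gave as many genes called, up-regulated or down-regulated (3865 called against at most 2684). For lncRNAs it was 2 of 10, since another grouping called 54 and the real one 51. At an adjusted p under 0.05 from limma, the real grouping of 2D and 8D gave 1590 genes and the 9 others 0, with 28 to 2684 at an unadjusted p under 0.05. With 10 groupings no share under 0.1 can be reached, so the share by itself does not exclude chance in 2D vs 8D.

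The cell type lists were tested with camera of limma. The medians in SO vs 8D were 4.13 for 19 macrophage genes (adjusted p = 9.33e-15), 2.98 for 15 fibroblast genes (adjusted p = 1.55e-09, limma), 2.63 for 14 T lymphocyte genes (adjusted p = 2.35e-06, limma), 2.25 for 5 neutrophil genes (adjusted p = 0.0588, limma) and 1.97 for 14 urothelium genes (adjusted p = 0.000207, limma). For the tubule the medians were -2.03 for 20 proximal tubule genes (adjusted p = 6.24e-09, limma), -1.68 for 10 genes of the thick ascending limb, -2.07 for 8 of the distal convoluted tubule and -0.79 for 13 of the collecting duct. In SO vs 2D the tubule medians were -1.11, -0.99, -1.62 and -0.75, that of endothelium was -0.69 (adjusted p = 0.00266, limma), and those of podocyte, T lymphocyte, B lymphocyte, neutrophil and urothelium genes did not pass. Erythrocyte genes, 7 in number, had medians of -2.59 in SO vs 2D (adjusted p = 0.00117, limma) and -0.39 in SO vs 8D (adjusted p = 0.391, limma). Of the 14 lists, camera called 9 in SO vs 2D, 10 in SO vs 8D and 10 in 2D vs 8D, and all of these calls held under fry. Under fry alone, urothelium in SO vs 2D (adjusted p = 0.0088, limma) and endothelium and neutrophil genes in SO vs 8D (adjusted p = 0.00966 and 0.00788, limma) passed as well. Between SO libraries alone, camera called 3, 4 and 9 of the 14 lists and 5, 0 and 3 of the 8 pathway lists at an adjusted p under 0.05 from limma, for replicates 1 and 2 against 3 and 4, 1 and 3 against 2 and 4, and 1 and 4 against 2 and 3. At an unadjusted p under 0.05 these were 8, 5 and 9 and 5, 1 and 3. Calls by camera thus arise without ligation as well.

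The 12 adipocyte genes were lower after ligation, with medians of -2.96 in SO vs 2D and -4.84 in SO vs 8D (adjusted p = 1.42e-05 and 0.0001, camera of limma). All 12, or 100.0%, were highest in SO replicate 2 among the SO libraries, where chance gives 25% (exact binomial test, one-sided, p = 5.96e-08). These genes are not independent of each other, so the p-value overstates the evidence, and the gap of this library for the whole list, 0.7235 of the range, did not pass Dixon's limit. Ucp1 had a value of 2579 in this library and 213 to 339 in the others, and Cfd 33788 against 11981 to 15934. All 12 had a mean of at least 100 in the other SO libraries, so they are expressed there too. Fat tissue left on this kidney is a candidate explanation for the excess in SO replicate 2. That library alone is argued against as the cause of the fall, since without it the median was -4.31 in SO vs 8D and -2.66 in SO vs 2D, with all 12 genes lower. Less fat left on the ligated kidneys and a loss of adipocytes after ligation stay open.

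Liver transcripts were also raised in 8D replicate 1, where Alb had a value of 784 against 60 and 114 in the other 8D libraries, and Mup1 224 against 4 and 24. All 8 liver genes first seen in SO replicate 3 were highest in this library among the 8D libraries, including Ahsg with 110 against 4 and 10, Cps1 with 71 against 0 and 0, Mup3 with 89 against 4 and 2 and Serpina3k with 242 against 6 and 35. Of the 28 hepatocyte genes above 0 in 8D, 11, or 39.29%, were highest in this library, where chance gives 33.3% (exact binomial test, one-sided, p = 0.314). The test on the longer list did not bear out liver RNA in 8D replicate 1, but a trace that raises only the most abundant liver transcripts stays open.

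The column names of the deposited table carry the same letter for SO replicates 1 and 2 and another for replicates 3 and 4, with left and right marks within each, whereas the ligated columns all carry the mark for right. This could mean kidneys of the same animals, although the paper gives 4 sham operated mice. Dividing the SO libraries this way gave 1197 genes at an unadjusted p under 0.05 from limma and 18 after adjustment, against 724 and 257, with 0 after adjustment, for the other ways to pair them. This was 1 of 3 pairings, too few to tell it from chance. Pdk4, chosen after its values were seen, had values of 2063 and 3306 in replicates 1 and 2 and of 13160 and 11955 in replicates 3 and 4. Liver RNA in SO replicate 3 is argued against as the cause, since SO replicate 4 lay above replicates 1 and 2 for 71.43% of the 35 fatty acid genes, where chance gives 33.3%. A different fasting state or time of collection was not tested. If the SO libraries come from 2 animals, they hold fewer independent replicates than assumed: averaged in pairs, they gave 4783 genes called in SO vs 2D.

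The leading difference between libraries of the same group held 47.2% of the variance within groups. Positions on this axis followed the share of spliced reads in the paper's Supplemental Table 1 (Pearson r = 0.851, exact permutation within groups, p = 0.0127; Spearman rho = 0.891, exact permutation, p = 0.00694). In the share of spliced reads, 2D replicates 1 and 3 lay farthest from the mean of their group (3.357 and -3.053). On the axis itself, 8D replicate 2 lay farthest, at -0.5691. Without 2D replicates 1 and 3, r was 0.768 (exact permutation, p = 0.0764) and rho 0.833 (exact permutation, p = 0.0347). The relation thus rests in part on those libraries, and a technical cause cannot be told apart from a biological one. Across genes, which are not independent replicates, the weights on this axis followed exon length (Spearman rho = 0.339) and hardly GC content (-0.031). The 83 processed pseudogenes had a median weight of -1.187, and the 14215 protein-coding genes one of 0.026. A bias by gene length, as from RNA quality, may therefore add to the spread within groups. The fold changes between groups did not follow exon length, with rho of 0.012, -0.011 and -0.041 in SO vs 2D, SO vs 8D and 2D vs 8D.

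Among values from 1 to 19, 75.55% were even, whereas 47.4% of the numbers from 1 to 19 are even. Rounding of normalized values alone would not favour even numbers. Counting both mates of a read pair may have left this excess, which was not tested further.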
